# Transcriptional and Histochemical Signatures of Bone Marrow Mononuclear Cell-Mediated Resolution of Synovitis

**DOI:** 10.3389/fimmu.2021.734322

**Published:** 2021-12-08

**Authors:** Bruno C. Menarim, Hossam El-Sheikh Ali, Shavahn C. Loux, Kirsten E. Scoggin, Theodore S. Kalbfleisch, James N. MacLeod, Linda A. Dahlgren

**Keywords:** macrophage, arthritis, mevalonate pathway, oxidative stress, joint therapy

## Abstract

Osteoarthritis (OA) may result from impaired ability of synovial macrophages to resolve joint inflammation. Increasing macrophage counts in inflamed joints through injection with bone marrow mononuclear cells (BMNC) induces lasting resolution of synovial inflammation. To uncover mechanisms by which BMNC may affect resolution, in this study, differential transcriptional signatures of BMNC in response to normal (SF) and inflamed synovial fluid (ISF) were analyzed. We demonstrate the temporal behavior of co-expressed gene networks associated with traits from related *in vivo* and *in vitro* studies. We also identified activated and inhibited signaling pathways and upstream regulators, further determining their protein expression in the synovium of inflamed joints treated with BMNC or DPBS controls. BMNC responded to ISF with an early pro-inflammatory response characterized by a short spike in the expression of a NF-ƙB- and mitogen-related gene network. This response was associated with sustained increased expression of two gene networks comprising known drivers of resolution (*IL-10, IGF-1, PPARG*, isoprenoid biosynthesis). These networks were common to SF and ISF, but more highly expressed in ISF. Most highly activated pathways in ISF included the mevalonate pathway and PPAR-γ signaling, with pro-resolving functional annotations that improve mitochondrial metabolism and deactivate NF-ƙB signaling. Lower expression of mevalonate kinase and phospho-PPARγ in synovium from inflamed joints treated with BMNC, and equivalent IL-1β staining between BMNC- and DPBS-treated joints, associates with accomplished resolution in BMNC-treated joints and emphasize the intricate balance of pro- and anti-inflammatory mechanisms required for resolution. Combined, our data suggest that BMNC-mediated resolution is characterized by constitutively expressed homeostatic mechanisms, whose expression are enhanced following inflammatory stimulus. These mechanisms translate into macrophage proliferation optimizing their capacity to counteract inflammatory damage and improving their general and mitochondrial metabolism to endure oxidative stress while driving tissue repair. Such effect is largely achieved through the synthesis of several lipids that mediate recovery of homeostasis. Our study reveals candidate mechanisms by which BMNC provide lasting improvement in patients with OA and suggests further investigation on the effects of PPAR-γ signaling enhancement for the treatment of arthritic conditions.

## Introduction

Osteoarthritis (OA) is a common and debilitating condition that similarly affects horses and people (1, 2). Because chronic synovial inflammation is a hallmark of OA and often the single driver of related degenerative changes (3–7), the use of anti-inflammatory drugs (steroidal and non-steroidal) has been a logical and long-accepted approach for the treatment of many arthritic conditions (8, 9). However, acute inflammation is not simply a clinical sign to alleviate. Acute inflammation is a critical event in promoting tissue repair and setting the stage for endogenous resolution of the inflammatory process and recovery of homeostasis (10). Importantly, anti-inflammatory and pro-resolving effects are not the same, and resolution is not merely the passive termination of the inflammatory process. Anti-inflammation is based on inhibiting key pro-inflammatory mediators, such as chemokine and cytokine production and leukocyte extravasation to the site of injury. Resolution is an active process driven primarily by macrophages and their derived cytokines and lipid mediators, which shift the phlogistic phase of inflammation into a non-phlogistic process that culminates with tissue repair and recovery of homeostasis (11, 12). Most importantly, the recruitment of macrophages and the production of pro-resolving mediators is triggered by enzymes synthesized during the acute inflammatory process (13). Macrophages play such a fundamental role in resolving inflammation and promoting tissue repair that impaired macrophage chemotaxis and/or macrophage depletion results in inefficient healing or chronic inflammation (14–16). Blocking acute inflammation with anti-inflammatory medications interferes, at least to some degree, with macrophage recruitment and the pro-resolving response, and often prevents effective resolution and recovery of homeostasis (12, 13). Targeted therapies for chronic joint inflammation should therefore have pro-resolving properties, which precisely combine pro- and anti-inflammatory mechanisms (12).

Synovial macrophages are the central drivers of the inflammatory response in osteoarthritic synovium (17, 18). In fact, synovial macrophage activation is directly related to disease activity, severity, and pain in OA-affected patients (19). However, this relationship is not causative. Synovial macrophages are also essential keepers of synovial homeostasis through phagocytic clearance and secretion of anti-inflammatory and pro-resolving cytokines, chemokines, enzymes, and growth factors (20–23). Following injury, synovial macrophages proliferate to form a protective immunological barrier in the synovial lining for intra-articular structures (24, 25). When regulatory functions are overwhelmed by the amount of damage, synovial macrophages upregulate inflammation, signaling to monocytes and other leukocytes (e.g., neutrophils and lymphocytes) to help counteract the increased demands for tissue repair and restore homeostasis (17, 26). During the progression of OA, the recruitment of myeloid monocytes into joints seems to be impaired (27), which combined with continuous joint damage, overwhelms the pro-resolving mechanisms of synovial macrophages, leading to degeneration (17, 27, 28).

The mononuclear cell fraction of bone marrow aspirates (bone marrow mononuclear cells -BMNC) is a rich source of pro-resolving macrophages that have been used therapeutically to improve tissue repair and inflammation resolution (29–39). Macrophages within BMNC are the main drivers of such effect, which’s documented pro-resolving functions include increased production of IL-10 (30, 33), diverse types of prostaglandins and specialized lipid mediators (13, 40, 41). The production of these molecules induce decreased production of IL-6 (33), increased phagocytic clearance of debris and apoptotic cells (efferocytosis) (30, 39) and enhanced PPAR-gamma signaling (42–47). Increasing the numbers of myeloid macrophages present in osteoarthritic knees, by injection of BMNC, restored joint homeostasis with long-lasting effects (48). Similarly, BMNC therapy increased counts of pro-resolving macrophages and induced marked resolution of joint inflammation in *in vivo* and *in vitro* models of equine synovitis (49, 50). In these models, there was a coordinated spectrum of pro-inflammatory, pro-resolving and anti-inflammatory events, including increased IL-10, IGF-1, and PGE_2_ production, and self-limiting IL-1 signaling (α and β). These events are all innately required for efficient synovial homeostasis and tissue repair and are commonly antagonized by therapeutic corticosteroids (30, 51–53). While these findings partially explain the durable effects of BMNC in the treatment of OA, little is known about BMNC-related mechanisms of resolution. Therefore, our purpose was to identify cellular mechanisms from BMNC driving joint homeostasis that could be used for developing targeted pro-resolving joint therapies and uncovering biomarkers of arthritis resolution. The aim of this study was to identify transcriptional signatures of BMNC leading to inflammation resolution using RNA-sequencing and relate these to the expression of key gene products in the synovial membrane. We hypothesized that gene networks linked to macrophage proliferation, negative regulation of inflammatory response, and to a lesser extent, NF-ƙB signaling, would be temporally upregulated in response to inflammation.

## Materials and Methods

### Study Design

Samples used in the current report were obtained from two previous studies using the same horses. These *in vitro* (50) and *in vivo* (49) studies were counterparts of a larger project assessing the effects of BMNC on joint inflammation resolution. Briefly, eight skeletally mature Thoroughbred horses (3-9 years old, median 5 years; 2 females and 6 castrated males) free of OA or systemic inflammation were used under IACUC approval and oversight. General and musculoskeletal health were confirmed by clinical, hematological and orthopedic evaluations. Following sternal bone marrow aspiration for BMNC isolation, synovitis was induced in both radiocarpal joints, as a way of producing more homogeneous inflammation and inflamed synovial fluid (ISF) than could be acquired from naturally occurring OA. Normal synovial fluid (SF) was collected from healthy middle carpal joints. BMNC from each horse were cultured independently (not pooled) in neat (100%) autologous SF or ISF and harvested at 0 (uncultured), 48 and 96 hours, and 6 and 10 days for RNA isolation. RNA-seq was used to identify transcriptional signatures of BMNC in response to acute joint inflammation. The transcriptome of BMNC was assessed over time within the same group (SF or ISF), as well as comparatively between groups at each time point (**Figure 1**). The expression of 9 potential upstream regulator genes identified following bioinformatical analysis was assessed by immunohistochemistry in the synovium of inflamed joints from the same horses, 6 days after treatment with BMNC or Dulbecco’s phosphate buffered saline (DPBS). Four protein coded by genes identified in key activated pathways were also assessed by IHC.

**Figure 1:**
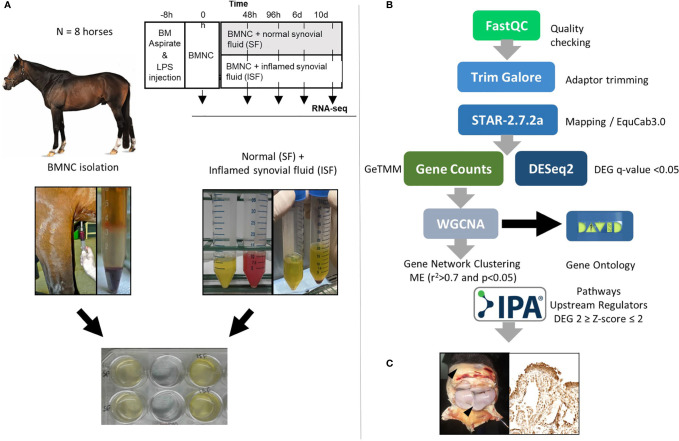
**(A)** Study design showing timing of bone marrow aspiration and induction of synovitis (LPS, 0.5 ng/joint) (top). Harvesting and processing of bone marrow for BMNC isolation, and normal (SF) and inflamed synovial fluid (ISF) (middle) for cell culture following depletion of native SF cells (bottom). **(B)** Bioinformatics pipeline used for RNA-sequencing, quantification and analysis. **(C)** Immunohistochemical assessment of the synovium of inflamed joints treated with BMNC leading to inflammation resolution or DPBS as a control for the expression of genes identified as upstream regulators or key in activated pathways.

### BMNC Isolation, Induction of Synovitis, and Synovial Fluid Harvest

Bone marrow harvest and processing of BMNC, and induction of the synovitis model were performed as previously described in our related study (49). Briefly, BMNC were isolated by density gradient centrifugation. Synovitis was induced by intra-articular injection of 0.5 ng lipopolysaccharide (LPS) into each radiocarpal joint (49, 54). At peak inflammation (8 hours following induction of the model), SF and ISF were collected using aseptic technique. Synovial fluid cytology (SF and ISF) was performed to confirm the health of normal joints and ensure LPS effectively induced synovitis. Synovial fluid was then centrifuged (5,000g; 20 min; 4°C) for cell depletion and the cell-free supernatant used as autologous growth medium. Parameters used to differentiate SF from ISF included quantification of cytokine as reported in our related study (50), total protein (<2.5 g/dL in SF and >4g/dL in ISF) and synovial fluid cytology (total nucleated cells/µL < 1,500 in SF and ~130,000 in ISF; neutrophil count <10% in SF and >80% in ISF).

### BMNC Culture in SF and ISF

BMNC were plated in 24 well culture plates (2x10^6^ viable cells/50 µL DPBS/well) and covered with 500 µL SF or ISF. Cell viability was assessed at baseline using trypan blue and ranged from 74-96% across horses. Well contents were carefully mixed and plates incubated at 37°C in 5% CO_2_ and 90% humidity. Remaining SF and ISF was preserved at 4°C for later addition of medium to replenish cell nutrients (200 µL added every 48 hours). All conditions and time points were performed in duplicate wells with cells from one well used for RNA-sequencing and the other for flow cytometry (macrophage activation markers CD14, CD86, CD206 and IL-10). Conditioned medium was aspirated at the same time points of cell harvest (48 and 96 hours and 6 and 10 days) centrifuged, and the cell-free supernatant used for cytokine and growth factor quantification (FGF-2, GM-CSF, IL-1β, IL-6, MCP-1, IL-10, TNF-α, SDF-1, IGF- 1, IL-1ra, and PGE_2_) using a PGE_2_ ELISA kit (KGE004B; R&D Systems) and the Milliplex Map Equine chemokine/cytokine bead based array (Eqcttmag-93K,; MilliporeSigma). Details and findings from flow cytometry and cytokine and growth factor quantification are reported elsewhere (50) and were used in this study as a trait for weighted gene co-relation network analysis (WGCNA).

### Transcriptome Analysis of BMNC Cultured in SF and ISF

#### RNA Isolation and Sequencing

Cultured cells were recovered in 10 mM EDTA, centrifuged (12,000g; 10 min; 4°C) and the cell pellet placed in guanidinium chloride-phenol (Trizol^®^, Life Technologies, 15596018, Carlsbad, CA). RNA was purified with on-column DNase digest (DirectZol™ RNA microprep kit, R2061, Zymo Research, Irvine, CA), quantified (Qubit^®^ 3.0 Fluorometer, 33216, ThermoFisher Scientific, Carlsbad, CA), and stored at -80°C. RNA quality was assessed (Bioanalyzer 2100, Agilent Technologies, Santa Clara, CA) and cDNA libraries prepared using TruSeq DNA Library Preparation kits (Illumina, Inc., San Diego, CA), followed by sequencing (NovaSeq 6000 S4, Illumina) to generate an average of 34.5 (range, 24-54) million stranded paired-end reads (2 x 150 nt) per sample.

#### Bioinformatics Pipeline

Reads were trimmed for quality and adapters with TrimGalore 0.4.3 and mapped to the equine reference genome (EquCab 3.0) (55) using STAR (56) algorithm (version 2.7.2a) and GeneCounts, and expression values determined as gene length corrected trimmed mean of M-values (GeTMM) (57) with the Ensembl v104 annotation. Differentially expressed genes (DEGs) were determined using DESeq2 based upon a false discovery rate (FDR) adjusted *P*-value (q-value) <0.05 after Benjamini–Hochberg correction for multiple testing, by comparing datasets from consecutive time points within SF or ISF, and by comparing ISF to SF datasets at any given time point. The cutoff set for considering a transcript expressed prior to analysis was 10 fragment alignments. DEGs were represented by principal component analysis using JMP Pro 13 and by volcano plots using Origin software (version 2019, OriginLab, Northampton, MA, USA).

#### Functional Genomics

We adopted a multidisciplinary approach to functional genomics by employing several bioinformatics tools to tease out the biological significance of our data. We used WGCNA and DAVID in a semi-supervised analysis to identify biological processes of interest, and IPA to identify upstream regulators and activated and inhibited signaling pathways. By using this approach, we took advantage of both the superior annotation of biological processes from DAVID and the better pathway annotation of IPA. Together, these tools enabled us to make associations to our previous clinical studies to start to draw clinical translations to our findings.

Weighted gene co-relation analysis was performed using WGCNA version 1.66 package in R to construct gene co-expression networks as described elsewhere (58, 59). Gene co-expression clusters were generated from the whole transcriptome in SF and ISF datasets separately over time. Only genes expressed in at least 50% of samples in each dataset were included in the analysis (16,318 genes in SF and 18,038 genes in ISF). In order to normalize the data, the GeTMM values for each gene were log2 transformed. Next, a pairwise correlation matrix was constructed between all pairs of genes across the samples, and a matrix of weighted adjacency was generated by raising co-expression to a power β = 9, as determined for our sample set (58, 60). A topological overlap matrix (TOM) was then assembled and used as input for hierarchical clustering analysis. Then, a dynamic tree cutting algorithm was used to identify gene clusters or modules (i.e., genes with high topological overlap) in an unsupervised fashion. Gene modules were visualized by heatmap plot (TOMplot) of the gene network topological overlap. Module relationships were summarized by a hierarchical clustering dendrogram and TOMplot of module eigengenes (MEs). Associations between gene modules and traits of interest were tested by correlating MEs to trait score. Module–trait correlations were visualized using a heatmap plot and only modules with trait relationship significance (R^2^) higher than 0.7 and a p-value ≤0.05 were considered for further analysis. Traits of interest used for WGCNA included: timeline from our previous study, previously reported CD14, CD86, CD206 and IL-10 expression measured by flow cytometry, and IL-10, IGF-1, MCP-1, IL-1β, TNF-α, PGE_2_ and SDF-1 concentrations quantified in conditioned SF and ISF (50). Module memberships (MM; correlation between each gene expression profile (GeTMM) and the ME of a given module as an indicator of the intramodular connectivity) and gene significance (GS; correlation between the gene expression profile (GeTMM) and the trait score (e.g. cytokine concentration in conditioned SF/ISF) as a measure of biological relevance) were calculated (58). Genes (network nodes) having MM ≥ 0.90, *P-*value *<* 0.05, and GS ≥ 0.5 were identified as intramodular hub genes (61). Gene ontology (GO) analysis was performed on the entire gene list derived from each module as described above using DAVID Bioinformatics Resources version 6.8 (62) to functionally annotate their biological processes (BP). Of note, no single time point was chosen to determine the module-trait correlations. The entire timeline of the study was itself a trait. Therefore, genes within each module were co-expressed at all time points and thus dominant (overrepresented) BPs for a given module were the same at all time points.

To predict upstream regulators relevant for each set of DEGs, analysis was performed using the Ingenuity Pathway Analysis software (IPA, 2018) (63). The analysis output provided a *P*-value of overlap, activation Z-scores, and the downstream targets for each predicted upstream regulator. Z-scores were used to predict activation state (activation or inhibition) of each upstream regulator/signaling pathway. Predicted upstream regulators were considered significant if they had *P* < 0.05 and activation Z-score >2 (activated) or <−2 (inhibited). Subsequently, we investigated overlap between the predicted upstream regulators for each set and the DEGs from the same set to identify potential regulators among those DEGs. Genes in common between the two analyses with Z-scores (generated by IPA) matching the direction of fold change (generated by DESeq2) were defined as potential regulators. To investigate the interaction and relationships between potential upstream regulators, all known protein–protein interactions were referenced and matched using STRING version 10.5 (64). Potential upstream regulators of high interaction were selected to have their protein expression assessed in synovium from inflamed joints treated with BMNC or DPBS, as a means of identifying candidate biomarkers of BMNC-mediated resolution. Synovial membrane samples were obtained from a related study in which BMNC therapy induced marked inflammation resolution (49) and represented inflamed joints treated with autologous BMNC or DPBS. IPA was also used to determine activated and inactivated signaling pathways, considering significance at *P* < 0.05 and activation Z-score >2 (activated) or <−2 (inhibited) and a -log(p-value > 1.3, which corresponds to p>0.05). For cases in which a large list of pathways met this criterion, those with a -log(p-value > 3 (FDR <0.01) were given priority attention.

### Immunohistochemistry

Formalin-fixed paraffin-embedded synovial membrane samples from inflamed joints of 6 horses treated with either BMNC or DPBS were sectioned at 5-7 µm and baked at 38°C for 48 hours. Sectioned tissues were processed with the BOND-MAX system (Leica Microsystems, Buffalo Groove, IL) using antibodies for the following gene-products, identified as key upstream regulators or key genes from most activated pathways: peroxisome proliferator-activated receptor γ (PPARγ; rabbit anti-human, clone 16643-1-AP, ThermoFisher Scientific), phospho- PPARγ (rabbit anti-human, clone PA536763, ThermoFisher Scientific), PPARγ co-activator 1 alpha (PPARGC1A; rabbit anti-human, clone PA5-38021; ThermoFisher Scientific), mevalonate kinase (MVK; rabbit anti-human, clone PA528650, ThermoFisher Scientific), 3-Hydroxy-3-Methylglutaryl-CoA Synthase 1 (HMGCS1; rabbit anti-human, clone PA529488, ThermoFisher Scientific), colony-stimulating factor 1 (CSF1; rabbit anti-mouse, clone PA5-95279; ThermoFisher Scientific), interleukin-1β (IL-1β; rabbit anti-human, clone P420B; Invitrogen), transcription factor MAFB (MAFB; rabbit anti-human, clone PA5-40756; ThermoFisher Scientific) and sirtuin 2 (SIRT2; rabbit anti-human, clone PA3-200; ThermoFisher Scientific). Positive controls included equine liver, heart, and kidney. Negative controls were prepared with mouse (for PPARγ, phospho- PPARγ, MVK, HMGCS1, PPARGC1A, IL-1β, MAFB, SIRT2 antibodies) or goat (CSF1) IgG (Santa Cruz Biotechnology, Inc.). Photographs of representative areas were scored by 3 experienced investigators for staining intensity (0-absent, 1-mild, 2-moderate, 3-intense) and distribution (0-absent, 1-scattered, 2-focal, 3- across the entire villi lining) as previously described (49). Composite scores for immunohistochemical data were presented as median and 95% confidence interval and analyzed by paired t-tests with significance set as *p* ≤ 0.05 using Prism GraphPad 7.

## Results

### Temporal Transcriptional Changes in BMNC Following Culture in SF and ISF

#### Differential Gene Expression

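BMNC, the mononuclear cells of bone marrow, were cultured for up to 10 days in healthy synovial fluid (SF) or in synovial fluid from joints inflamed with lipopolysaccharide (ISF). RNA was sequenced from the cells of 8 horses before culture (0 hours, 8 libraries) and from 7 horses per fluid at 48 hours and 10 days and 8 horses per fluid at 96 hours and 6 days, giving 68 libraries. The authors trimmed the reads, mapped them to the horse genome with STAR, counted them on annotated genes and expressed the counts as GeTMM, which are reads per kilobase of gene scaled between libraries with TMM factors. The table lists genes by their Ensembl identifier, of which 24065 were above 0 in at least 1 library. The number of read pairs sequenced is stated by the paper as a mean of 34.5 M per library, with a range of 24 to 54 M. The depth used here is the number of reads on genes, recovered from the steps between the GeTMM values of each library, where 1 read on a gene of 1 kilobase equalled 0.0579 GeTMM on average. For 24064 genes, every value then lay within 0.02 reads of a whole number. A library held between 15.7 and 36 M reads on genes, with a median of 22.3 M. The range was 17.5 to 31.0 M (median 19.7) at 0 hours. In ISF it was 19.1 to 26.3 M (median 19.7) at 48 hours, 16.9 to 25.2 (20.3) at 96 hours, 20.8 to 27.4 (24.4) at 6 days and 18.8 to 25.5 (20.8) at 10 days. In SF it was 15.7 to 36 M (median 22.3) at 48 hours, 19.2 to 24.6 (21.7) at 96 hours, 19.7 to 24.7 (22.7) at 6 days and 19.9 to 27.1 (22.3) at 10 days. Differential expression was tested with limma on log2(GeTMM + 1) for the 14570 genes with at least 0.5 GeTMM in at least 7 libraries, in 1 fit of all libraries with 9 groups and no term for horse. A DEG is a gene with a false discovery rate (FDR, Benjamini-Hochberg) under 0.05 in that fit. Counts of horses compare the ISF and SF cultures of the same horse, and their tests are exact permutation tests that flip the sign of each horse's difference, two-sided, whose smallest p is 0.0156 with 7 horses and 0.00781 with 8. Correlated with a profile of each horse over 200 genes, taken from the libraries of the other conditions, 66 of the 68 libraries lay closest to the horse on their label. The ISF libraries of the horses Dealings and Dreamer at 96 hours lay closest to each other's horse (correlations of 0.958 and 0.922), so counts of horses at 96 hours take those labels as given.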

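Over the 14570 tested genes, the root mean square difference in log2(GeTMM + 1) between the ISF and SF cultures of the same horse was 0.50 ± 0.03 (SD, n = 7) at 48 hours, 0.61 ± 0.11 (n = 8) at 96 hours, 0.86 ± 0.29 (n = 8) at 6 days and 0.77 ± 0.11 (n = 7) at 10 days. The distance was larger at 6 days than at 48 hours in 7 of 7 horses (mean change 0.26, exact permutation p = 0.0156, adjusted over 6 comparisons 0.0469). It was also larger at 10 days than at 48 hours in 6 of 6 horses (0.30, exact permutation p = 0.0313, adjusted 0.0469). From 96 hours the change was 0.25 to 6 days (8 of 8 horses, exact permutation p = 0.00781, adjusted 0.0469) and 0.17 to 10 days (6 of 7 horses, exact permutation p = 0.0313, adjusted 0.0469). Between 48 and 96 hours the change of 0.13 was not past the adjustment (6 of 7 horses, exact permutation p = 0.0469, adjusted 0.0563) and fell to 0.07 without the ISF libraries of Dealings and Dreamer at 96 hours (4 of 5 horses, exact permutation p = 0.188), and between 6 and 10 days no change was found (-0.10, exact permutation p = 0.922). The distance at 6 days rests in part on 1 library, the SF culture of horse Moon, without which it was 0.76 ± 0.08, the change from 96 hours 0.13 and the change to 10 days 0.04. With only 5 to 7 horses in each comparison, leaving out a single horse took the adjusted p above 0.05 in most cases, as did leaving out the ISF libraries of Dealings and Dreamer at 96 hours (adjusted exact permutation p of 0.0625 to 0.0938 for the 4 changes). A pseudocount of 0.1 in place of 1 moved the distances most, to 0.83 at 48 hours and 1.28 at 6 days. Principal components were computed from the 11651 genes called in at least 1 of the 12 comparisons, which were chosen for differences among the same libraries. The first component held 38.5% and the second 12.95% of the variance. The mean ISF and SF positions lay 22.3 units apart at 48 hours, 42.8 at 96 hours, 67.7 at 6 days and 57.5 at 10 days, each at the smallest p of the exact permutation test (adjusted over the 4 time points 0.0156). With the pseudocount of 0.1 the separation was 31.1 units at 48 hours and 83.4 at 10 days. From the clustering, the paper states that the response of BMNC to the normal and the inflammatory environment differed.

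**Figure D1:**
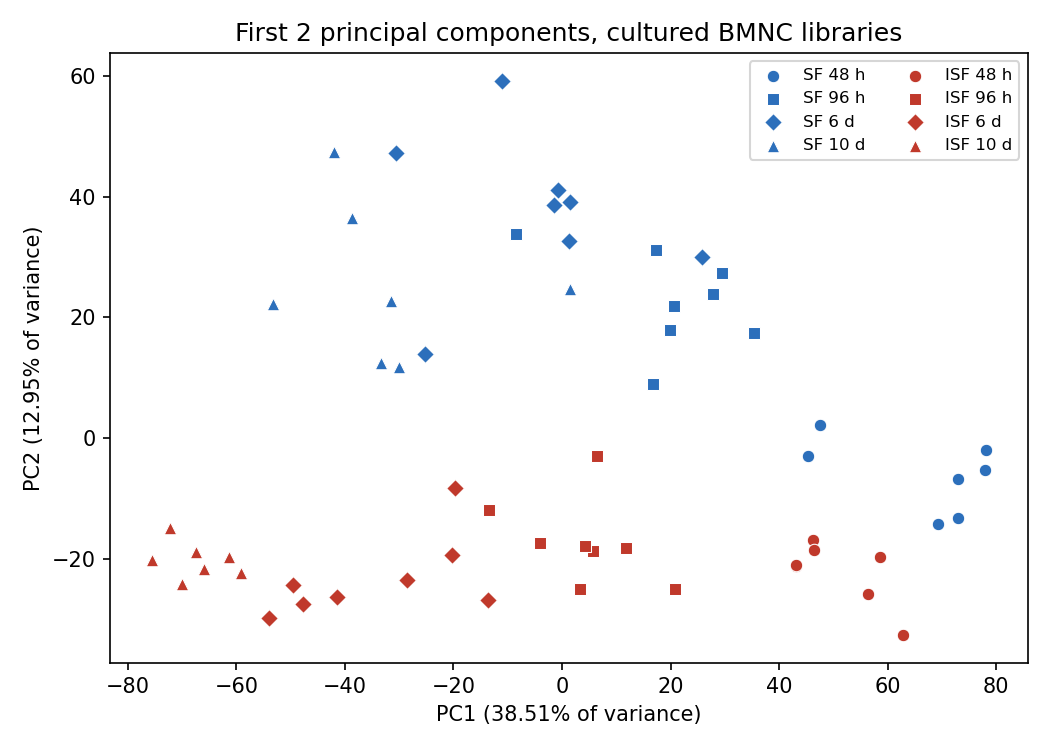
First (x axis) and second (y axis) principal components of log2(GeTMM + 1) of 11651 DEGs in the 60 cultured libraries, with the percentage of the variance on each axis. Each point is 1 library, with the colour giving its fluid and the shape its time point. The mean of the SF libraries on the second component rises from -6.01 at 48 hours to 37.8 at 6 days while that of the ISF libraries stays between -23.2 and -17.1.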

Principal component analysis (PCA) of DEGs between BMNC cultured in SF and ISF showed clear differences in clustering patterns as early as 48 hours, and progressively diverged over time, representative of differences in BMNC response to normal and inflammatory environments (**Figure 2A**). 

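Among genes with a symbol, an FDR under 0.05, a mean of at least 5 GeTMM in ISF or SF and the same direction in every horse, 151 qualified at 48 hours, 815 at 96 hours, 1482 at 6 days and 1352 at 10 days. The genes below are from the 3 highest and 3 lowest log2 fold changes of ISF over SF among them. At 48 hours, SPP1 (ENSECAG00000017191) had the highest, with 14790 ± 3764 GeTMM in ISF and 1777 ± 1267 in SF (SD, n = 7 each; log2 fold change 3.37, SE 0.63, FDR = 0.00131). CCL11 (ENSECAG00000036715; 2.70, FDR = 0.000796) was also among the 3 highest. The lowest was IGF1 (ENSECAG00000010109), before S100A1 (ENSECAG00000022939; -2.22, FDR = 0.0250) and OXER1 (ENSECAG00000033013; -2.22, FDR = 2.84e-06). Several of these calls depend on the processing. A fit with limma voom to the recovered reads, chosen after the data were seen, moved S100A1 at 48 hours most, to an FDR of 0.312, and leaving out Catnip, Dealings, Dreamer, Flash or Lurie raised it to between 0.0683 and 0.120 (range over all 17 alternatives 0.00378 to 0.312). At 96 hours, NPTX1 (ENSECAG00000011663) rose from 3.28 ± 2.65 GeTMM in SF to 112 ± 102 in ISF (n = 8 each; 4.20, SE 0.56, FDR = 1.82e-07), and CCL8 (ENSECAG00000038853; 3.94, FDR = 2.16e-08) was also among the 3 highest. S100A1 (-4.00, FDR = 2.16e-07), CD8A (ENSECAG00000013261; -2.86, FDR = 3.58e-05) and FAXDC2 (ENSECAG00000014962; -2.68, FDR = 1.19e-10) were the lowest. At 6 days the highest were NPTX1 (4.38, FDR = 8.98e-09), CCL8 (4.10, FDR = 7.78e-10) and TNFAIP6 (ENSECAG00000012104; 4.10, FDR = 1.37e-12). S100A1 averaged 6.91 ± 5.17 GeTMM in ISF and 391 ± 347 in SF (n = 8 each; -5.44, SE 0.54, FDR = 6.17e-12), and DEFB1 (ENSECAG00000034702; -3.98, FDR = 5.68e-10) and ELANE (ENSECAG00000009674; -3.98, FDR = 1.93e-05) were next lowest. At 10 days SERPINB10 (ENSECAG00000008493; 3.21, FDR = 1.76e-06), CTSL (ENSECAG00000007210; 2.92, FDR = 5.09e-10) and MMP12 (ENSECAG00000019445; 2.82, FDR = 0.0103) were the highest. S100A1 (-4.56, FDR = 2.03e-08), PRELP (ENSECAG00000018126; -3.34, FDR = 1.98e-05) and DEFB1 (-3.31, FDR = 8.16e-07) were the lowest. The call for MMP12 was lost without Dealings (FDR = 0.0764) and without Lurie (0.0565), within a range over the alternatives of 0.000172 to 0.0764.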

Volcano plots depict up and downregulated DEGs when comparing ISF to SF cultures at each time point (**Figure 2B**). Vertical and horizontal comparisons were made, with the number of DEGs between any two conditions reported (**Figure 2C**). In vertical comparisons, ISF cultures were compared to their SF counterparts at each time point. Counts of upregulated genes were most remarkable at 96 hours and 6 days. 

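At 48 hours 245 genes differed between ISF and SF, of which 127 were higher and 118 lower in ISF, and 2035 genes had an unadjusted p under 0.05. The count was 1524 at 96 hours (898 higher, 626 lower), 4405 at 6 days (2427 higher, 1978 lower) and 3027 at 10 days (1449 higher, 1578 lower). Unadjusted p values under 0.05 numbered 3502, 5784 and 4755 at these time points. Among the upregulated genes, 62 at 48 hours, 232 at 96 hours, 594 at 6 days and 344 at 10 days also had an absolute log2 fold change of at least 1. Against up to 100 regroupings of the same libraries, counting the real one, the real grouping gave the most calls at each time point, except that at 6 days 1 swap within horses gave more. The counts at 48 and 96 hours depend strongly on the treatment of the libraries. Library weights estimated by limma, chosen after the data were seen, raised the counts most, to 2233 genes at 48 hours and 4206 at 96 hours, and a limit of 1 on the absolute log2 fold change lowered them to 92 and 402. A term for horse gave 660 and 2431 genes, and leaving out the SF library of horse Moon at 6 days gave 728 and 2438, since the fit shares 1 estimate of the spread. Leaving out whole horses in turn gave 74 (without Dreamer) to 724 (without Moon) genes at 48 hours, 880 (without Dreamer) to 2509 (without Moon) at 96 hours, and 1922 (without Dealings) to 4055 (without Moon) at 10 days. For upregulated genes the same ranges were 51 to 328 at 48 hours, 514 to 1456 at 96 hours and 901 to 1959 at 10 days. In a fit of only the 2 groups compared, 2686 genes were called at 96 hours and 1995 at 6 days, of which 1506 and 1115 were higher in ISF.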

In horizontal comparisons, each subset of BMNC was compared with its nearest time point to analyze gene expression variation from BMNC response along the timeline. 

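From 0 to 48 hours 7675 genes changed in ISF (3686 higher, 3989 lower) and 6615 in SF (3247 higher, 3368 lower). Between 48 and 96 hours the counts were 2764 in ISF and 3982 in SF, between 96 hours and 6 days 929 and 298, and between 6 and 10 days 1533 and 696. In every alternative the interval from 0 to 48 hours kept the highest count in both fluids. The later intervals moved more: with a term for horse 1552 genes changed in ISF and 558 in SF between 96 hours and 6 days, and 1450 in SF between 6 and 10 days. Without the SF library of Moon at 6 days, 1680 genes changed in ISF between 96 hours and 6 days and 319 in SF between 6 and 10 days, while a fit of only the groups compared left 61 and 3 genes in SF over those intervals. Leaving out a horse in turn gave 422 (without Ollie) to 1444 (without Moon) genes in ISF and 147 (without RimRun) to 317 (without Catnip) in SF between 96 hours and 6 days. Between 6 and 10 days it gave 848 (without Ollie) to 2263 (without Moon) in ISF and 205 (without Ollie) to 765 (without RimRun) in SF, and between 48 and 96 hours 1831 (without Dreamer) to 3794 (without Moon) in ISF. Fold changes from 0 to 48 hours correlated between the fluids across genes (0.945), where a shared set of 0 hour libraries alone gave 0.469 in simulation. Changes that differed between the fluids were few, with 3 genes from 48 to 96 hours, 0 from 96 hours to 6 days and 33 from 6 to 10 days, and 806, 881 and 1989 genes with an unadjusted p under 0.05. Library weights raised the first of these to 207 genes and a term for horse the last to 270. Marker genes were averaged as log2(GeTMM + 1) for lists of cell types. The macrophage list (CD68, CD163, MRC1, GPNMB, SPP1, TREM2, MSR1) rose from 3.98 ± 0.30 (SD, n = 8) at 0 hours to 9.50 ± 0.33 in ISF and 8.95 ± 0.37 in SF at 48 hours (n = 7 each) and to 11.0 ± 0.27 and 10.6 ± 0.11 at 10 days (n = 7 each). The list includes SPP1, which itself differed strongly between the fluids at 48 hours (14790 GeTMM in ISF and 1777 in SF). CD68 was then alike (1921 and 1927). MRC1 (83.5 and 112) and GPNMB (4147 and 5565) were lower in ISF, and CD163 (602.5 and 495) and TREM2 (220 and 151) higher. The difference between fluids in the macrophage mean is therefore no measure of the number of macrophages. The neutrophil precursor list fell from 10.2 ± 0.36 to 8.33 in ISF and 8.11 in SF at 48 hours, and to 1.91 ± 1.06 and 3.98 ± 2.18 at 10 days. From 5.64 ± 1.26 at 0 hours, the erythroid list dropped to 0.79 in ISF and 1.19 in SF at 48 hours. T cell genes averaged 5.29 at 0 hours, then 3.79 in ISF and 4.25 in SF at 48 hours, and 1.40 ± 0.39 and 4.09 ± 1.02 at 10 days. Cell cycle genes averaged 4.95 at 0 hours, 5.10 in ISF and 4.70 in SF at 48 hours, 4.96 ± 0.34 and 4.15 ± 0.53 at 96 hours, 4.87 ± 0.45 and 3.97 ± 0.74 at 6 days (n = 8 each), and 3.37 ± 0.82 and 3.55 ± 0.74 at 10 days. Fibroblast or stromal genes averaged 0.68 at 0 hours, 0.06 in ISF and 0.18 in SF at 48 hours, and 0.63 ± 1.22 and 3.53 ± 3.47 at 10 days. The ISF mean at 10 days rests largely on the library of Moon (3.38, others 0.0348 to 0.471). In SF the libraries then ranged from 0.104 to 9.39.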

From baseline to 48 hours, when myeloid progenitors in BMNC commit to the monocyte/macrophage lineage, the number of DEGs was highest among all time points, for both SF and ISF. The expression patterns of DEGs identified in all vertical and horizontal comparisons were also visualized by heat map (**Figure 3A**). Further, Venn diagrams were used to illustrate the intersection between DEGs identified by horizontal comparisons and revealed that SF and ISF cultures shared 64.9% of DEGs over the 10 days, while those expressed exclusively in the SF or ISF dataset represented 15.0% and 20.1%, respectively (**Figure 3B**). 

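Over the 4 intervals, 10666 genes were called in at least 1 fluid. Of these, 7561 (70.9%) were called in both fluids, 1890 (17.7%) in ISF alone and 1215 (11.4%) in SF alone. A gene called in 1 fluid alone need not change differently there, and the direct test of that difference is the comparison of changes between fluids given above. Requiring an absolute log2 fold change of at least 1 moved the shared part most, to 61.2% of 3953 genes, and with library weights it was 77.1%. With a horse left out the shared part stayed between 67.6% (without Dealings) and 72.8% (without Moon).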

Upset plots elucidating the intersection between DEGs identified by vertical comparisons revealed that most DEGs were exclusively expressed in ISF cultures at 6 days (**Figure 3C**). 

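Across the time points, 5841 genes differed between ISF and SF at least once. Of these, 1928 were called at 6 days alone, 1150 at 10 days alone, 153 at 96 hours alone, 84 at 48 hours alone and 76 at all 4 time points. Calls were made in both directions, so the genes called at 6 days alone include genes lower in ISF. The fluids shared direction over time: of 1849 genes called at both 6 and 10 days, 1844 kept their direction, as did all 1329 called at 96 hours and 6 days and 129 of 133 called at 48 hours and 6 days. In a fit of only the groups compared, the genes called at 6 days alone fell to 382, below the 1018 at 96 hours alone and the 1554 at 10 days alone. Library weights gave 1058 at 6 days alone, below the 1068 at 10 days alone, and the limit on fold change gave 401 and 391.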

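For the ISF intervals from 48 hours on, the genes of the paper's list were compared with the calls made here. Between 48 and 96 hours, 1381 of the 1424 genes under the paper's heading for downregulated genes and 221 of the 238 under its heading for upregulated genes were called. The numbers were 276 of 300 and 79 of 87 between 96 hours and 6 days, and 533 of 543 and 184 of 191 between 6 and 10 days. Every gene of the lists that was tested here had a fold change of the same sign as in the paper's list. The heading for downregulated genes also covers genes with a rise of less than 1 on the log2 scale, which number 409 between 48 and 96 hours, 110 between 96 hours and 6 days and 150 between 6 and 10 days in the paper's list.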

An entire list of DEGs is available at **Supplementary Table 1**.

**Figure 2:**
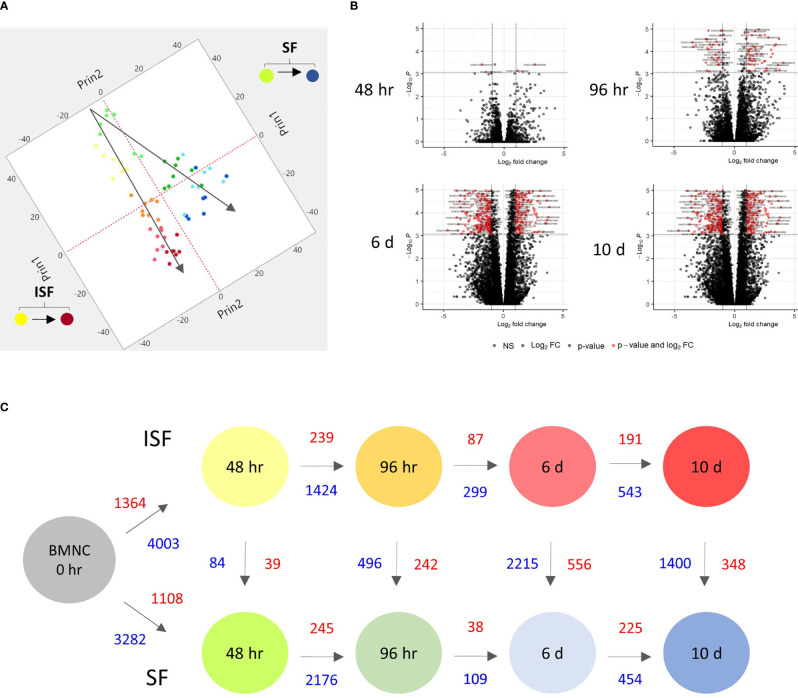
Kinetics of transcriptional signatures of BMNC cultured in SF and ISF. **(A)** Principal Component Analysis from 8456 genes differentially expressed (DEGs) by BMNC following culture in SF (green to blue dots; top) and ISF (yellow to red dots; bottom) for 10 days shows increasing divergence in the patterns of gene expression over time. Each dot color represents a different time point and each dot represents an individual horse. **(B)** Volcano plots depicting downregulated (left red quadrant) and upregulated (right red quadrant) DEGs in ISF compared to SF cultures at each time point, showing major changes at 6 days. **(C)** Schematic of changes in gene expression of BMNC cultured in SF (bottom) and ISF (top) for 10 days, depicting the number of DEGs over consecutive time points within groups (horizontal comparisons in SF or ISF) and between groups (vertical comparisons) at each time point (FDR ≤0.05). Numbers represent upregulated (red text) and downregulated genes (blue text) between the compared conditions.

**Figure 3:**
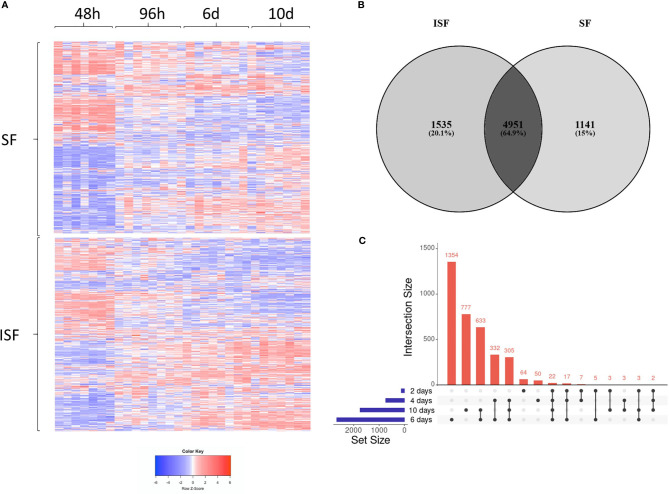
Differentially expressed genes (DEGs) in BMNC cultured in normal (SF) and inflamed autologous synovial fluid (ISF). **(A)** Heatmap of DEGs (FDR<0.05) identified among all possible comparisons (n=8456) between SF and ISF cultures over 10 days. The heatmap was created using Log10 transformed GeTMM values expressed on a color scale denoting high (red) and low (blue) expression. Each dataset (SF and ISF) included all DEGs displayed in a fixed position for comparison of the effect of culture medium over the same genes. **(B)** Venn diagram illustrating the intersection between DEGs identified by horizontal comparisons in either SF or ISF cultures. **(C)** Upset plots elucidating the intersection between DEGs identified by vertical comparisons. The nature of each intersection is indicated by the dots under the vertical bars, which denote the number of DEGs in each intersection, while horizontal bars represent the number of DEGs in each comparison.

#### Co-Expression Network Analysis From BMNC in Response to Inflammation

WGCNA provided further insights into the patterns of gene co-expression and the identification of genes with the highest interaction or connectivity (hub genes) among SF and ISF datasets separately (hub genes are denoted by bold cells in **Supplementary Table 2**). Co-expression analysis of 18,038 genes in ISF identified 11 module eigengenes (i.e., clusters) (**Figure 4A**). Among these, modules turquoise, green, blue, brown, black and pink were positively associated with three of the assigned traits. The turquoise and green modules were positively associated with IL-1β concentrations in conditioned ISF, and thus interpreted as having an overall pro-inflammatory nature. Modules blue, brown, black and pink were positively associated with the timeline. 

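The paper's list of genes by module gives the correlation of each gene with the timeline, and a part of it, 1423 entries of the blue and black modules, was compared here. Correlations of log2(GeTMM + 1) with time were computed over the 38 libraries from before culture and from ISF for the 1116 genes that could be matched. Across genes, they correlated at 0.931 with the paper's column and had the same sign for 96.1%. Genes are not independent replicates, and no p is given. The median correlation with time was 0.573 in the blue module, with 839 of 1045 genes above 0, and 0.563 in the black module, with 65 of 71 genes above 0. Over all alternatives the correlation with the paper's column stayed between 0.926 (without Ollie) and 0.932.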

The blue module was also associated with CD86 expression assessed by flow cytometry, which denotes macrophage activation (50). In the SF dataset, analysis of the 16,318 genes identified the same 11 gene modules; however, the timeline was the only trait with a positive relationship to MEs, which like ISF included the blue, brown, black and pink modules (**Figure 4B**). Thus, the IL-1β-related green and turquoise modules are the standout, inflammation-associated differences between ISF and SF cultures, while the blue module also differed in the number of positively associated traits. 

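In the 38 libraries from before culture and from SF, correlations with time followed the paper's column less closely, at 0.859 across 1115 genes (0.852 without Lurie, which moved it most), and 93.5% had the same sign. The median was 0.455 in the blue module (826 of 1044 genes above 0) and 0.426 in the black module (64 of 71 genes). Module means were taken over the genes that the paper's gene ontology terms list for a module. The 16 pink module genes changed little in SF, with means of 5.51 ± 0.07 (SD, n = 8) at 0 hours, 5.46 ± 0.20 (n = 8) at 6 days and 5.70 ± 0.67 (n = 7) at 10 days on the log2 scale. In ISF they rose to 6.58 ± 0.77 (n = 8) and 7.18 ± 0.81 (n = 7), a difference between fluids of 1.12 at 6 days (8 of 8 horses, exact permutation p = 0.00781, adjusted 0.0306). The 8 black module genes rose late in both fluids, from 0.60 ± 0.06 at 48 hours to 1.70 ± 0.47 at 10 days in ISF and from 0.69 ± 0.13 to 1.38 ± 0.27 in SF (n = 7 each). These genes are close to the lowest values measured, and a pseudocount of 0.1 raised their increase in ISF from 1.10 to 2.26. At 96 hours they were lower in ISF than in SF (-0.231, 0 of 8 horses higher, exact permutation p = 0.00781, adjusted 0.0306). Over the black genes from a part of the paper's list by module instead, that difference was -0.044 (adjusted exact permutation p = 0.519).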

Since events associated with inflammation resolution would only be present in an inflammatory environment, further dissection of WGCNA findings were centered on data from ISF cultures, while data from SF cultures were used as a point of comparison.

**Figure 4:**
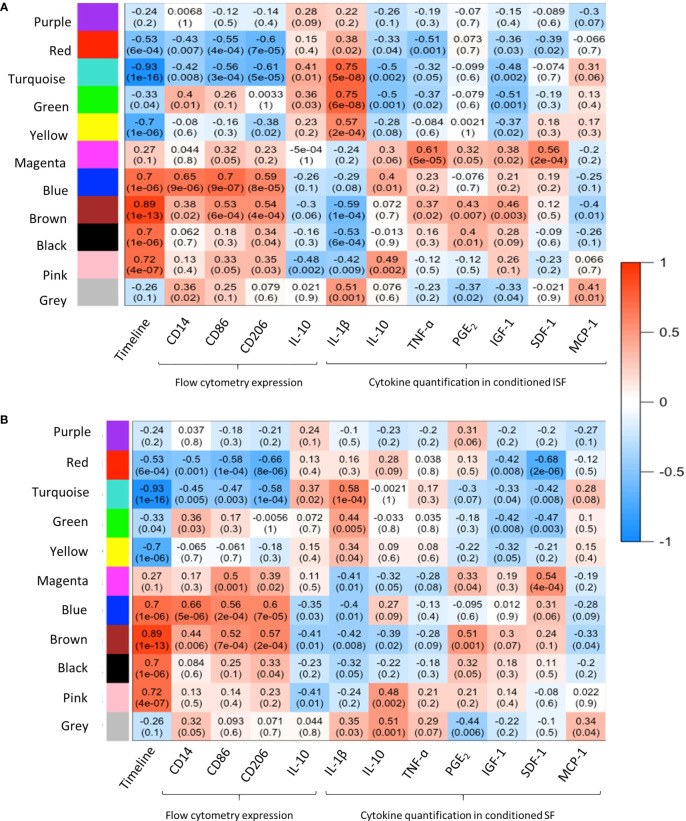
Weighted gene co-expression network analysis (WGCNA): module-trait relationships. **(A)** WGCNA of 18,038 genes in ISF identified 11 modules eigengene (ME), of which 6 were positively associated (R^2^≥0.7, p=≤005) with the assigned traits. The turquoise and green modules were positively associated with IL-1β quantification in ISF conditioned by BMNC. MEs blue, brown, black and pink were positively associated with the timeline. The blue module was also associated with CD86 expression assessed by flow cytometry (29). **(B)** In the SF dataset, analysis of the 16,318 genes identified the same 11 gene modules; however, timeline was the only trait with a positive association to MEs blue, brown, black and pink modules, as in ISF.

To assess the temporal behavior of each module, the mean expression profile (mean GeTMM values for all genes) for each module was plotted over time for both SF and ISF separately (**Figure 5A**). This comparison revealed that the blue and brown modules exhibited increasing mean expression profiles that similarly dominated over time in both SF and ISF, which however, were higher in ISF. 

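The 536 blue module genes averaged 4.45 ± 0.06 (SD, n = 8) on the log2(GeTMM + 1) scale before culture. In ISF they averaged 5.24 ± 0.08 at 48 hours (n = 7), 5.44 ± 0.07 at 96 hours (n = 8), 5.54 ± 0.05 at 6 days (n = 8) and 5.50 ± 0.05 at 10 days (n = 7). In SF the means were 5.11 ± 0.12, 5.30 ± 0.06, 5.33 ± 0.09 and 5.36 ± 0.07. The ISF culture was higher in 6 of 7, 8 of 8, 8 of 8 and 6 of 7 horses, with mean differences of 0.13, 0.14, 0.22 and 0.14 (exact permutation p adjusted over 96 tests 0.0484, 0.0306, 0.0306 and 0.0484). Over 1047 blue genes from a part of the paper's list by module instead, the differences at 48 hours and 10 days were not past the adjustment (0.06 and 0.06, adjusted exact permutation p of 0.156 and 0.103). The rise in blue genes ended early in SF, where neither the step from 96 hours to 6 days (0.02, adjusted exact permutation p = 0.546) nor that to 10 days (0.03, 0.517) was past it. The 90 brown module genes rose from 3.72 ± 0.05 (n = 8) to 4.13, 4.40, 4.72 and 5.03 ± 0.19 (n = 7) in ISF over the same time points and to 4.02, 4.25, 4.37 and 4.72 ± 0.14 (n = 7) in SF. Differences between fluids were 0.10 (6 of 7 horses), 0.16 (8 of 8), 0.34 (8 of 8) and 0.31 (7 of 7), with adjusted exact permutation p values of 0.0484, 0.0306, 0.0306 and 0.0306. A pseudocount of 0.1 moved the brown profile most, raising its increase in ISF from 48 hours to 10 days from 0.905 to 1.15.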

The pink and black modules had lesser expression among modules identified which completely overlapped between SF and ISF, and therefore are not graphically represented. Additional comparisons for a given module between ISF and its SF counterpart also included the functional annotation of the genes within such modules (**Figures 5B–E**). The blue, brown, black and pink modules completely overlapped between ISF and SF regarding their gene list, HUB genes list (**Supplementary Table 2**) and functional annotations (**Supplementary Tables 3****,** **4**). 

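The 28 green module genes averaged 4.76 ± 0.16 (SD, n = 8) on the log2(GeTMM + 1) scale before culture, and in ISF 5.54 ± 0.14 (n = 7) at 48 hours, 5.04 ± 0.10 (n = 8) at 96 hours, 4.84 ± 0.06 (n = 8) at 6 days and 4.87 ± 0.14 (n = 7) at 10 days. In SF they averaged 5.45 ± 0.19, 4.90 ± 0.10, 4.65 ± 0.27 and 4.78 ± 0.12 at these time points. All 7 horses rose from 0 to 48 hours in each fluid, by 0.76 in ISF and 0.67 in SF, and all 7 fell from 48 to 96 hours, by 0.51 and 0.54 (exact permutation p = 0.0156 each, adjusted 0.0306). At 48 hours the fluids did not differ beyond the spread between horses (0.09, 5 of 7 horses higher in ISF, exact permutation p = 0.281, adjusted 0.325). The green genes were higher in ISF at 96 hours (0.14, 7 of 8 horses, exact permutation p = 0.0234, adjusted 0.0433) and at 6 days (0.19, 7 of 8 horses, exact permutation p = 0.0156, adjusted 0.0306). Without Moon the difference at 6 days was 0.11, the lowest with a horse left out.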

Exclusive to ISF, the green module peaked at 48 hours, the same time at which the blue and brown modules started to exhibit increased expression in comparison to its SF counterpart. 

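Turquoise module genes (1102) fell in ISF from 4.69 ± 0.06 (SD, n = 8) on the log2 scale before culture to 4.37 ± 0.10 at 48 hours, 4.09 ± 0.09 at 96 hours, 3.91 ± 0.08 at 6 days and 3.82 ± 0.06 at 10 days. No horse rose over the first 3 steps (-0.32, -0.28 and -0.18, adjusted exact permutation p = 0.0306 each), while the last step of -0.09 was not past the adjustment (exact permutation p = 0.0781, adjusted 0.103). In SF the mean fell to 4.50 ± 0.13, 4.15 ± 0.09 and 3.96 ± 0.31 and was 3.99 ± 0.13 at 10 days. The turquoise mean of the SF library of Moon at 6 days, 3.25, lay far below those of the other horses. ISF was lower than SF at 10 days (-0.18, 6 of 7 horses, exact permutation p = 0.0313, adjusted 0.0484).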

The mean expression profile in the ISF’s turquoise module progressively decreased from baseline. Functional annotation of genes within each module was then inspected (**Figures 5B–E**).

**Figure 5:**
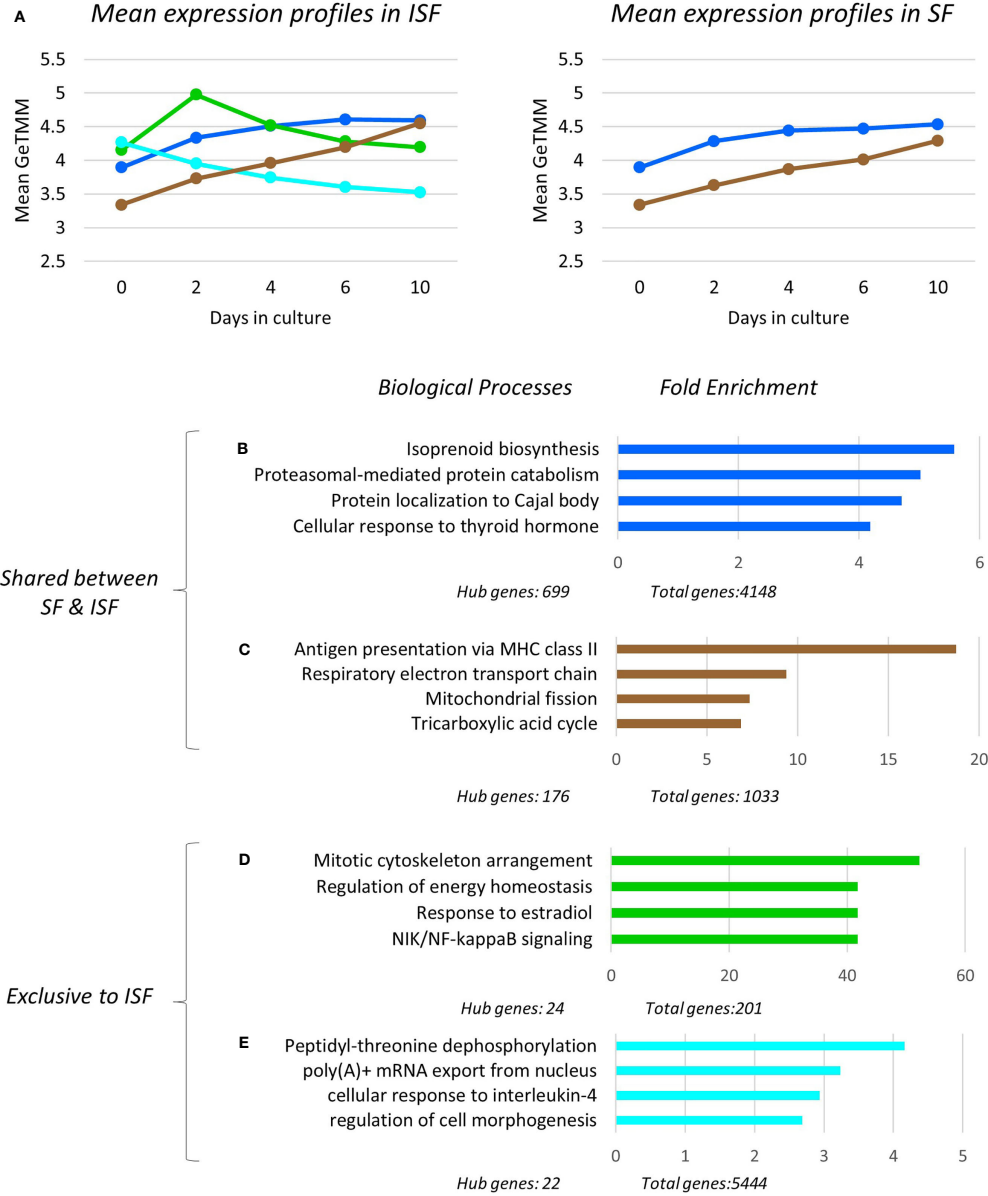
Expression profile, gene ontology enrichment and overrepresented biological processes within dominant modules. The green and turquoise modules were only significant in ISF and positively associated with IL-1β quantification in conditioned ISF, and overall associated with pro-inflammatory mechanisms. The blue and brown modules were significantly associated to the timeline for both SF and ISF, while the blue module was positively associated to CD86 expression in ISF. **(A)** Mean expression profiles of significant modules in SF and ISF derived from all transcripts in each cluster. In ISF, the presence of the pro-inflammatory green and turquoise modules are associated to increased mean expression of the homeostatic/pro-resolving blue and brown modules. Overrepresented Biological Processes (BPs) in the blue **(B)**, brown **(C)**, green **(D)**, turquoise **(E)** modules and their corresponding fold enrichment. The complete list of significant modules, BPs and related genes for each module is presented in **Supplementary Tables 2****,** **3**.

#### Modular Gene Ontology Enrichment and Overrepresented Biological Processes (BPs)

Overrepresented BPs were ranked based on fold enrichment and having an FDR <0.05 (**Supplementary Table 3**). For cases in which a large list of BPs met this criterion, BPs with FDR <0.01 were given priority attention. Fold enrichment was determined by comparing the background frequency of total genes annotated to a certain BP in the specified species to the sample frequency of genes under such BP. Overrepresentation was defined by a positive fold enrichment value (65). Since the gene list for modules blue, brown, pink and black completely overlapped between SF and ISF (**Supplementary Table 2**), overrepresented BPs in any of these modules were the same for both groups (**Figures 5B–E**). For the blue module, isoprenoid biosynthesis was the most overrepresented of the 79 BPs identified by GO. Given the high number of overall (n=4148) and hub genes (n=699) in this module, a diversity of BPs was identified within it, and is collectively discussed below. 

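IGF1 was lower in ISF than in SF at every time point. At 48 hours it averaged 1.74 ± 1.33 GeTMM in ISF and 23.0 ± 14.9 in SF (SD, n = 7 each; log2 fold change -2.89, SE 0.66, FDR = 0.00853, limma). The fold change was -2.19 (FDR = 0.0139) at 96 hours, -2.47 (FDR = 0.00152) at 6 days and -2.67 (FDR = 0.00215) at 10 days. The call at 48 hours was lost without Lurie (FDR = 0.0568) and with voom (0.0964), within a range over the alternatives of 0.0000967 to 0.0964, and that at 96 hours without Flash, Lurie or Ollie (0.0530, 0.0744 and 0.0621) and with voom (0.0701), within 0.000340 to 0.0744. From 0 to 48 hours IGF1 rose by 3.64 in SF (FDR = 3.22e-06) and by 0.75 in ISF (FDR = 0.340, but 0.0322 in a fit of only the groups compared, range 0.0322 to 0.535). IL10 (ENSECAG00000009179) averaged 5.64 ± 2.29 GeTMM in ISF and 10.1 ± 4.37 in SF at 48 hours and 10.3 ± 7.34 and 15.8 ± 10.8 at 6 days (n = 8 each), differences within the spread between horses (FDR = 0.433 and 0.166). A term for horse brought the FDR at 6 days to 0.0494 (range over the alternatives 0.0463 to 0.386). Over the first 48 hours IL10 rose by 1.95 in ISF (FDR = 1.06e-05) and by 2.63 in SF (FDR = 2.25e-08).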

Of note, genes identified with pro-resolving functions in the related previous studies (*IL10* and *IGF1)* (49, 50) also allocated to the blue module. In the brown module, while the most overrepresented BP was “antigen presentation *via* MHC class II”, most BPs in this module related to mitochondrial response to oxidative stress and energy metabolism homeostasis. 

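PPARGC1A (ENSECAG00000009164), a brown module gene for a regulator of mitochondria, averaged 0.552 ± 0.184 GeTMM in ISF and 0.224 ± 0.174 in SF at 48 hours (SD, n = 7 each), 1.93 ± 0.948 and 0.982 ± 0.545 at 96 hours (n = 8 each), 5.96 ± 3.72 and 1.55 ± 1.40 at 6 days (n = 8 each), and 14.3 ± 5.41 and 4.94 ± 2.09 at 10 days (n = 7 each). ISF was higher at 6 days (log2 fold change 1.42, FDR = 2.51e-05) and at 10 days (1.37, FDR = 0.000211). At 48 and 96 hours limma did not call PPARGC1A (0.35 and 0.54, FDR = 0.639 and 0.196), though library weights called it at 96 hours (FDR = 0.0226, range over the alternatives 0.0226 to 0.430). Within horses it was higher in ISF at 48 hours in 7 of 7 (exact permutation p = 0.0156, adjusted 0.0441). In ISF it rose by 0.85 from 48 to 96 hours (FDR = 0.0207), a call lost without Dealings (0.0733) and without Lurie (0.0671), within a range of 0.000994 to 0.0733. The rise went on by 1.12 to 6 days (FDR = 0.00506) and by 1.26 to 10 days (FDR = 0.000922), and in SF a rise of 1.31 came between 6 and 10 days (FDR = 0.00232). A fit of only the groups compared did not call the rise to 6 days in ISF (FDR = 0.0556, range 0.000210 to 0.0556) or that in SF (0.163, range 0.000249 to 0.163). Before culture the mean was 0.0675 GeTMM, near the value of 1 read.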

Overrepresented BPs in the pink and black modules constituted a minor list and were associated with a variety of cell homeostasis and housekeeping functions.

Exclusive to ISF cultures, BPs in the IL-1β-associated green module were primarily associated with macrophage response to damage, including mitosis, adjustment of lipid and glucose metabolism following circadian distress, activation of the amphireguling-STAT3 axis (GO:0032355~response to estradiol) and noncanonical NF-κB signaling, thus, likely a module with a pro-inflammatory signature. In the turquoise module, also associated with IL-1β production, overrepresented BPs reflected the response of myeloid progenitors to stress and IL-4 signaling, a key event in the response of pro-resolving macrophages, amplifying chromatin opening for enhanced mRNA transcription (44–46). In summary, ISF triggered an early pro-inflammatory response in BMNC progenitors (green module) leading to macrophage commitment and priming (turquoise module). These events enhanced the constitutive expression of homeostatic mechanisms from macrophages (blue and brown modules) required to counteract damage and recover homeostasis (**Figures 5A–E**).

#### Pathway Analysis, Upstream Regulators and Their Network Interactions

Ingenuity Pathway Analysis revealed activated and inactivated pathways in SF and ISF cultures (**Table 1**, **Supplementary Table 4**). Our pathway analysis results from 0-48 hours (performed with IPA) agrees with findings from GO analysis and points repeatedly to activation of the mevalonate pathway and isoprenoid biosynthesis (superpathways of cholesterol biosynthesis, geranylgeranyl diphosphate biosynthesis, cholesterol biosynthesis I, II and III, and mevalonate pathway I). 

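The genes of 2 pathways were taken as the paper's pathway table lists them from the changes in ISF over 0-48 hours, so the lists were chosen on the same libraries. In ISF, all 10 genes of Mevalonate Pathway I rose from 0 to 48 hours, by 1.16 on average (camera, FDR = 1.71e-05), and 21 of 22 genes of the Superpathway of Cholesterol Biosynthesis rose, by 1.23 on average (FDR = 2.38e-08). In SF the same numbers of genes rose, by 0.98 (FDR = 6.27e-05) and 1.02 (FDR = 1.45e-07). These 4 calls hold with fry (FDR = 1.39e-14 and 2.42e-12 in ISF) but not with camera's estimated correlation (FDR = 0.0856 and 0.0998 in ISF), and none changed under the other settings. Between the fluids at 48 hours, 19 of 22 superpathway genes were higher in ISF, by 0.21 on average (camera, FDR = 0.0149), a call that holds neither with fry (FDR = 0.576) nor with the estimated correlation (FDR = 0.974). Leaving out RimRun moved this result most, to 0.12 (FDR = 0.330), and the call was also lost without Ollie (FDR = 0.0545) and with library weights (FDR = 0.0900). For Mevalonate Pathway I, 9 of 10 genes were higher in ISF at 48 hours, by 0.18 (FDR = 0.0957), with an FDR of 0.0423 in a fit of only the groups compared, 0.0435 without the filter and 0.0229 without Flash. At the later time points neither list differed between the fluids (FDR of 0.910 and above). Where differences were this small the median, mean and test differ in sign: for Mevalonate Pathway I at 96 hours (median 0.08, mean -0.01, test up) and 10 days (-0.09, -0.02, up), and for the superpathway at 96 hours (0.02, -0.01, down) and 10 days (-0.03, 0.00, up).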

The patterns of expression of genes involved in these pathways, comparing BMNC cultured in SF and ISF (**Figure 6**), highlight the increased expression of genes such as *ACAA2, HADHA ACAT2* and *FDPS in ISF*, essential for the synthesis of isoprenoids and mitochondria beta-oxidation of fatty acids. 

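ACAA2 (ENSECAG00000019394) was higher in ISF at 10 days, with 67.2 ± 13.7 GeTMM against 44.7 ± 8.38 in SF (SD, n = 7 each; log2 fold change 0.58, SE 0.14, FDR = 0.00142, limma) and a higher value in ISF in 6 of 7 horses. At 48 hours, 96 hours and 6 days it did not differ between fluids (FDR = 0.567, 0.716 and 0.808). HADHA (ENSECAG00000015725) averaged 71.1 ± 4.83 GeTMM in ISF and 59.3 ± 5.48 in SF at 48 hours (n = 7 each; 0.26, FDR = 0.347), with all 7 horses higher in ISF, and 93.1 ± 7.54 and 75.0 ± 9.39 at 96 hours (n = 8 each; 0.32, FDR = 0.0818), with all 8 horses higher (exact permutation p = 0.0156 and 0.00781, adjusted 0.0441 each). A term for horse called HADHA at 96 hours (FDR = 0.0291), as did leaving out Moon (0.0306), within a range over the alternatives of 0.00332 to 0.237. It was called at 6 days (0.35, FDR = 0.0199, 7 of 8 horses) and at 10 days (0.35, FDR = 0.0457, 5 of 7 horses). Those calls were lost when Dealings, Dreamer, Flash or Lurie was left out at 6 days (FDR of 0.0506 to 0.0566, range over the alternatives 0.000437 to 0.136) and when Dealings, Dreamer, Lurie or Ollie was left out at 10 days (0.347, 0.0515, 0.190 and 0.0946, range 0.0159 to 0.347). For ACAT2 (ENSECAG00000014678), 48 hours was the time point with the largest difference, with 48.1 ± 7.72 GeTMM in ISF and 38.2 ± 5.24 in SF (n = 7 each; 0.32, FDR = 0.270), and all 7 horses were higher in ISF (exact permutation p = 0.0156, adjusted over the named genes 0.0441). The named genes include some chosen for the same direction in every horse, which can lower this adjusted p. At the later time points the lowest FDR of ACAT2 was 0.303. FDPS (ENSECAG00000039158) averaged 69.2 ± 34.6 GeTMM in ISF and 40.8 ± 13.2 in SF at 48 hours (n = 7 each; 0.72, FDR = 0.251), a difference within the spread between horses. At 96 hours the log2 fold change of FDPS was 0.505, higher in ISF and likewise not called (FDR = 0.283). The mean of FDPS was lower in ISF than in SF at 6 days (52.9 ± 20.8 and 59.4 ± 31.5, FDR = 0.867) and at 10 days (37.7 ± 15.0 and 46.1 ± 11.8, 2 of 7 horses higher in ISF).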

Additional pathways activated at 0-48 hours included unfolded protein response in agreement with overrepresented BPs in the blue module, and estrogen biosynthesis, in agreement with the BP “response to estradiol” from the green module, peaking at 48 hours and progressively decreasing.

**Table 1:** Top 3 most activated or inactivated pathways (Z-score *>* 2.0 or *<* -2.0; -log (p-value) > 1.3 = p>0.05) identified by IPA from DEGs between consecutive timepoints in SF and ISF.

*Time*	ISF		SF	
	*Activated * *z-score; -log (p-value)*	*Inhibited * *z-score; -log (p-value)*	*Activated * *z-score; -log (p-value)*	*Inhibited * *z-score; -log (p-value)*
***0-48 hr***	Superpathway of cholesterol biosynthesis (4.14; 10.3)	Signaling by Rho GTPases(-3.35; 8.00)	Superpathway of cholesterol biosynthesis (4.24; 8.74)	IL-5 production (-3.00; 4.43)
	Geranylgeranyl diphosphate Biosynthesis I (via Mevalonate) (3.31; 4.88)	Leukocyte extravasation signaling (-3.20; 14.9)	Geranylgeranyl diphosphate Biosynthesis I (via Mevalonate) (3.31; 5.83)	Apoptosis signaling (-2.55; 4.13)
	Mevalonate Pathway I (3.00; 4.54)	IL-5 production (-3.317; 5.43)	Mevalonate Pathway I (3.00; 5.34)	Signaling by Rho GTPases (-2.35; 4.12)
***48-96 hr***	PPAR signaling (3.41; 9.22)	Acute Phase Response signaling (-4.42; 5.96)	LRX/RXR activation (3.71; 4.08)	Natural Killer cell signaling (-5.85; 4.12)
	PPARα/RXRα activation (3.08; 9.22)	Natural Killer Cell signaling (-4.13; 6.23)	PPAR signaling (3.41; 9.89)	IL-6 signaling (-5.24; 14.9)
	LXR/RXR activation (2.67; 3.27)	IL-6 signaling (-4.01; 10.50)	PPARα/RXRα activation (2.59; 12.00)	Acute Phase Response signaling (-4.87; 7.31)
***96 hr- *** ***6 d***	Heparan Sulfate Biosynthesis (Late Stages) (2.0; 1.79)	IL-6 signaling (-2.23; 2.08)	-----------------	-----------------
	Heparan Sulfate Biosynthesis (2.0; 1.66)	PRRs in Pathogen Recognition (-2.0; 1.69)	-----------------	-----------------
***6-10 d***	Cell Cycle: G2/M DNA Damage Checkpoint Regulation (2.33; 5.27)	Cell cycle control of chromosomal replication (-3.60; 8.78)	GP6 Signaling Pathway (3.05; 4.83)	EIF2 signaling (-5.456; 41.90)
	Unfolded Protein Response (2.44; 3.23)	Kinetochore Mataphase signaling (-2.98; 16.61)	Osteoarthritis Pathway (2.53; 4.15)	Oxidative Phosphorylation (-3.00; 2.81)
	Netrin signaling (2.23; 1.39)	Mitotic Roles of Polo-Like Kinases (-2.12; 6.89)	Tumor Microenvironment Pathway (3.31; 2.80)	Autophagy (-2.23; 0.00)

In agreement with GO, dominant responses related to inflammation-derived oxidative stress and an antioxidant response relying on lipid biosynthesis and activation of the PPAR signaling pathway. While the IL-6 pathway inhibition was common to both SF and ISF, it was a more frequent in ISF cultures. A detailed list of activated and inactivated pathways is presented on **Supplementary Table 4**.

**Figure 6:**
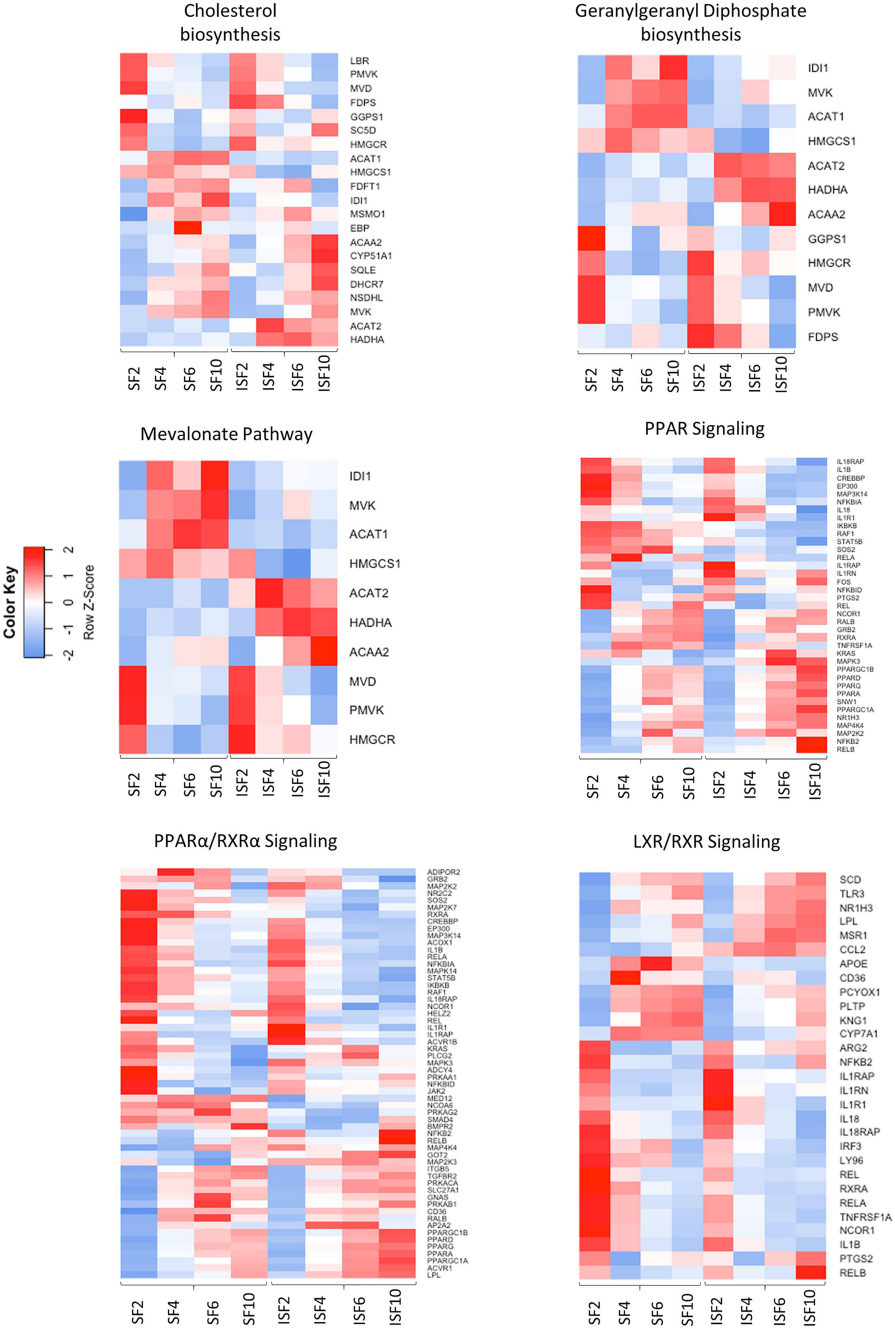
Heatmaps depicting the patterns of expression of genes involved in the most highly activated signaling pathways associated with resolution of synovitis, comparing BMNC cultured in SF and ISF. Further details are available at **Supplementary Table 4**.

From 48-96 hours, the PPAR- signaling pathways were repeatedly identified, which agrees with the identification of *PPARG* as highly connected upstream regulator, depicting the activation of the PPAR-γ and PPAR-α signaling pathways. 

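The 23 genes of the PPAR Signaling pathway were taken as the paper's pathway table lists them from the changes in ISF over 48-96 hours, so the list was chosen on the same libraries and its change in ISF over that interval is not independent evidence. Between those time points 22 of the 23 genes fell in ISF, and the mean log2 fold change was -0.93 (camera, FDR = 2.37e-14). In SF 22 genes fell as well, with a mean of -1.08 (FDR = 2.37e-14). Both calls hold with fry (FDR = 2.99e-09 and 5.23e-12) and with camera's estimated correlation (FDR = 0.0146 each). ISF and SF did not differ for the list at 48 hours, 96 hours, 6 days or 10 days (means of -0.08, 0.07, 0.10 and -0.31, FDR = 0.226, 0.910, 0.910 and 0.109). The paper reasons from the pathways and from PPARG as an upstream regulator to an activation of PPAR signaling. Its activation rests on a Z-score of the pathway software, given for both fluids, and not on a mean of fold changes. That score was not computed here, so the fall of most listed genes does not decide whether the pathway was activated.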

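PPARA (ENSECAG00000000484) did not differ between ISF and SF at any time point, with log2 fold changes of -0.11, -0.08, 0.06 and -0.14 at 48 hours, 96 hours, 6 days and 10 days (lowest FDR 0.676, limma). RXRA (ENSECAG00000019365) was not called by limma either (-0.33 and an FDR of 0.275 at 48 hours), although library weights called it there (FDR = 0.0265, range over the alternatives 0.0265 to 0.629) and all 7 horses were lower in ISF (exact permutation p = 0.0156, adjusted 0.0441). RXRB (ENSECAG00000023041) was lower in ISF at 6 days (-0.57, SE 0.10, FDR = 1.74e-05, n = 8 each) and at 96 hours (-0.31, FDR = 0.0398), and at 48 hours all 7 horses were lower (-0.31, FDR = 0.140; exact permutation p = 0.0156, adjusted 0.0441). The call at 96 hours was lost when Catnip, Dealings, Dreamer, Flash, Lurie or RimRun was left out (FDR of 0.0540 to 0.137, range over the alternatives 0.00743 to 0.137). NCOA2 (ENSECAG00000008394) averaged 6.14 ± 1.38 GeTMM in ISF and 11.1 ± 4.20 in SF at 10 days (SD, n = 7 each; -0.71, SE 0.24, FDR = 0.0256), and all 7 horses were lower in ISF there, as were all 7 at 48 hours (-0.65, FDR = 0.157) and all 8 at 96 hours (-0.46, FDR = 0.183; exact permutation p adjusted 0.0441 at each). Its call at 10 days was lost without Catnip (0.0540), Dealings (0.154), Lurie (0.0672) or Ollie (0.0616), within 0.00171 to 0.154 over the alternatives, and without Moon it was also called at 48 hours (FDR = 0.0313) and 6 days (0.0193), within 0.00503 to 0.458 and 0.0180 to 0.874.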

Comparisons for BMNC cultured in SF and ISF for the expression of genes involved in these pathways (**Figure 6**), highlight the higher expression of PPAR genes in ISF. It also highlights the higher expression of *NFKB2* and *RELB* genes, encoding for drivers of non-canonical NF-κB signaling, which has essential pro-resolving functions. 

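NFKB2 (ENSECAG00000019593) averaged 33.0 ± 6.70 GeTMM in ISF and 28.5 ± 4.21 in SF at 96 hours (SD, n = 8 each; log2 fold change 0.20, SE 0.15, FDR = 0.461, limma). The differences at 48 hours, 6 days and 10 days were 0.14, 0.13 and 0.34 (FDR = 0.766, 0.535 and 0.121), and all 7 horses were higher in ISF at 10 days (exact permutation p = 0.0156, adjusted 0.0441). RELB (ENSECAG00000020898) was higher in ISF in all 8 horses at 96 hours, with 21.3 ± 6.01 GeTMM against 15.5 ± 3.16 in SF (0.41, SE 0.21, FDR = 0.232; exact permutation p = 0.00781, adjusted 0.0441). At 48 hours, 6 days and 10 days the differences in RELB were 0.25, 0.17 and 0.43 (lowest FDR 0.174). No alternative called either gene at any time point.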

After 96 hours of culture in ISF, a mix of pathways involved in cartilage metabolism (Heparan Sulfate Biosynthesis), cellular homeostasis/inflammation resolution (Cell Cycle: G2/M DNA Damage Checkpoint Regulation, Unfolded Protein Response) and leukocyte migration during inflammation (Netrin Signaling) were observed to be activated. This mixed profile may have resulted from continuously challenging BMNC with ISF every 48 hours as performed in our model (50). Inhibited pathways included leukocyte extravasation signaling, IL-6 across the time course, IL-15 production and acute phase response signaling, key players in the development and maintenance of synovitis and degenerative processes observed in osteoarthritis. While the “Osteoarthritis Pathway” was identified as the third most activated pathway in SF at 6-10 days, neither the model used in our study, nor the list of genes involved in such functional annotation support such a finding.

Twenty-three potential upstream regulators were identified as activated (p <0.05 and a Z-score ≥2) in ISF and 35 in SF (**Figure 7A**, **Supplementary Table 5**, **Supplementary Figure 1**). 

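For each regulator that the paper's table marks as activated, the change of its own transcript was computed over the interval for which the table lists it, in most cases 0 to 48 hours. In ISF the 25 entries, which name 23 genes, all rose and all were called, by 0.37 to 6.50 on the log2 scale. The 33 entries for SF, which name 31 genes, rose by 0.35 to 6.51 and 31 were called. The study kept only DEGs whose fold change went in the predicted direction, on these samples, so a rise of every entry follows from that choice.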

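Between 0 and 48 hours, the 8 regulators below rose in both fluids. TREM2 (ENSECAG00000015270) rose from 4.57 ± 2.58 GeTMM before culture (SD, n = 8) to 220 ± 66.0 in ISF and 151 ± 43.0 in SF (n = 7 each; log2 fold changes 5.38 and 4.85, FDR = 3.60e-26 and 7.75e-24, limma). LPL (ENSECAG00000010145) rose from 0.886 ± 0.160 to 78.8 ± 79.8 in ISF and 32.0 ± 32.2 in SF (4.96 and 3.73, FDR = 4.82e-13 and 4.87e-09). In ISF and SF the log2 fold changes were 1.59 and 1.29 for EIF4E (ENSECAG00000006472), 0.84 and 1.19 for NFE2L2 (ENSECAG00000005675), 0.68 and 0.67 for SIRT2 (ENSECAG00000023223), 0.57 and 0.48 for LARP1 (ENSECAG00000017002), 0.48 and 0.49 for PIK3R1 (ENSECAG00000019837) and 0.37 and 0.49 for GABARAP (ENSECAG00000032877). Each was called in both fluids (highest FDR 0.00843), and the only call lost under an alternative was that of GABARAP in ISF with voom (FDR = 0.0790, range over the alternatives 0.000179 to 0.0790). Between the fluids, LPL was higher in ISF at 6 days (2.37, FDR = 0.000102), as was EIF4E (1.23, FDR = 4.32e-07). LPL was also called higher at 96 hours (1.82, FDR = 0.00774, but 0.0561 without Ollie, range over the alternatives 0.000343 to 0.0561) and at 10 days (1.39, FDR = 0.0451), the latter lost in 9 of 17 alternatives (range 0.00263 to 0.208). EIF4E was higher at 10 days (0.87, FDR = 0.000754) and at 96 hours (0.62, FDR = 0.0210), where the call was lost without Dealings (0.0664), Dreamer (0.0625), Lurie (0.0952) or RimRun (0.0501), within 4.45e-05 to 0.0952. NFE2L2 was lower in ISF at 96 hours (-0.44, FDR = 0.0403), a call lost in 8 of 17 alternatives (range 0.000317 to 0.144), and limma called the other 5 genes at no time point. At 48 hours, where limma called none of the 8, all 7 horses were higher in ISF for LPL (1.23) and lower for NFE2L2 (-0.35; exact permutation p = 0.0156, adjusted 0.0441 each).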

Within these, 5 transcription factors (*EIF4E, LARP1*, *MAFB, NFE2L2* and *SIRT2* genes), the transmembrane receptor *TREM2*, the enzymes *LPL* and *PIK3R1*, and the multifunctional receptor *GABARAP* were conserved between ISF and SF. 

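Among the regulators that the paper's table marks as inhibited, the transcripts of all 17 for ISF fell over the interval that the table gives for each, with log2 fold changes of -3.40 to -0.47, and 16 were called. The interval was 0 to 48 hours for 8 of them, 48 to 96 hours for 6 and 6 to 10 days for 3. For SF all 34 entries of the table, 9 for 0 to 48 hours and 25 for 48 to 96 hours, fell (-3.25 to -0.42) and all were called. As the study selected these genes by the direction of their fold change on the same libraries, the uniform fall is not independent evidence.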

Inactivated upstream regulators (p <0.05 and a Z-score ≤ 2) were also identified in both ISF (n=17) and SF (n=32). 

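GATA1 (ENSECAG00000037888) fell from 19.2 ± 18.8 GeTMM before culture (SD, n = 8) to 0.405 ± 0.358 in ISF and 0.599 ± 0.578 in SF at 48 hours (n = 7 each; log2 fold changes -3.40 and -3.25, FDR = 1.70e-18 and 1.40e-17, limma). MFN2 (ENSECAG00000016296) fell from 39.4 ± 8.42 to 26.3 ± 5.39 in ISF and 27.8 ± 3.68 in SF (-0.56 and -0.47, FDR = 0.00727 and 0.0270). The call in SF was lost without Catnip, Dealings or Flash (FDR = 0.0837, 0.0831 and 0.0540), within 0.00108 to 0.0837 over the alternatives. IL1B (ENSECAG00000000051) did not fall from 0 to 48 hours, with 14.4 ± 3.84 GeTMM before culture and 23.9 ± 10.8 in ISF and 27.6 ± 11.4 in SF at 48 hours (0.58 and 0.78, FDR = 0.123 and 0.0430). Leaving out any 1 of 7 horses took the call in SF above 0.05 (FDR of 0.0593 to 0.111), within 0.00584 to 0.140 over the alternatives, and leaving out Flash called the rise in ISF (FDR = 0.0435, range 0.0435 to 0.284). It then fell between 48 and 96 hours by 1.52 in ISF (FDR = 0.000327) and 1.37 in SF (FDR = 0.000706), and by 6 days the means were 2.08 ± 0.785 and 3.22 ± 1.63 (n = 8 each). At 10 days they were 0.895 ± 0.885 in ISF and 2.34 ± 2.06 in SF (n = 7 each), and IL1B did not differ between the fluids at any time point (lowest FDR 0.151). RELA (ENSECAG00000013763) averaged 116 ± 15.0 GeTMM before culture, 115 ± 16.4 in ISF and 135 ± 16.7 in SF at 48 hours, and its change over these 48 hours was not called in either fluid (-0.02 and 0.21, FDR = 0.943 and 0.264). Between 48 and 96 hours RELA fell by 0.56 in ISF (FDR = 0.00453) and 0.81 in SF (FDR = 2.31e-05).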

Within these, *IL1B* and its downstream signaling transcription factor *RELA*, the mitochondria fission receptor *MFN2*, and the transcription factor *GATA1* were conserved between ISF and SF.

**Figure 7:**
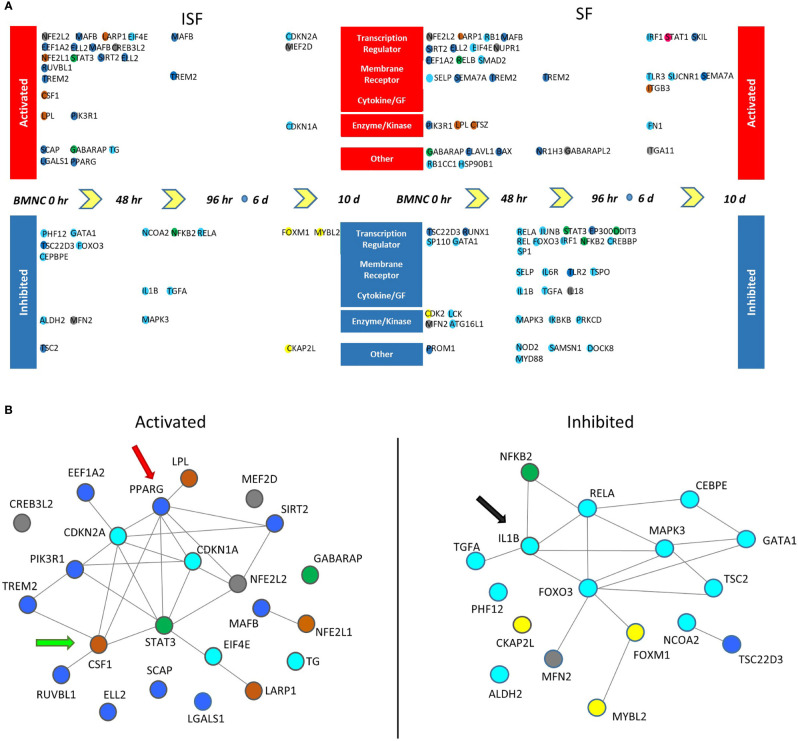
Potential upstream regulators of genes differentially expressed between consecutive time points (DEGcts) in SF and ISF cultures. **(A)** Time window specific identification of upstream regulators analysis of the DEGcts using Ingenuity Pathway Analysis (IPA). The colored circles are upstream regulators identified for each comparison of consecutive time points with an activation or inhibition Z-score (*>* 2.0 or *<* -2.0), respectively (**Supplementary Table 5**). Colors of the circles correspond to colors of the module eigengene from WGCNA to which that specific gene associated. Activated upstream regulators are shown at the top and those inhibited at the bottom. Upstream regulators were grouped into five categories: `Transcription regulator’, `Membrane receptor’, `Cytokine/Growth Factor (GF)’, ‘Enzyme/Kinase’ and `Other’. **(B)** Interaction network among activated (left) and inhibited (right) upstream regulators in BMNC cultured in ISF. Color coding of nodes relate to the corresponding module eigengene. Interaction networks reflect a response to inflammation-induced oxidative stress associated with proliferation and differentiation of BMNC into macrophages (CSF1 - green arrow), and a PPARγ-reliant inflammation resolution (red arrow), associated with inhibition of the IL-1β signaling pathway (black arrow) as suggested by complimentary analyses.

Interaction networks generated by STRING among activated and inhibited upstream regulators in ISF cultures revealed predicted interactions between upstream regulators in and outside their same module (**Figure 7B**). Among activated upstream regulators, the blue module was overrepresented in ISF (50%; including *PPARG*, *SCAP, MAFB* and *SIRT2*) followed by the brown module (*CSF1, LARP1, LPL, NFE2L1*) and turquoise module (including *CDKN1A, CDKN2A, EIF4E, TG*) equally representing 16.6% of upstream regulators, while the grey (12.5%; *CREB3L2, MEF2D, NFE2L2*) and green (8.3%; *STAT3* and *GABARAP*) modules were minimally represented. 

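Of the activated regulators named for the ISF network, SCAP (ENSECAG00000024420) rose by 0.48 from 0 to 48 hours in ISF (FDR = 0.000275, limma) and by 0.43 from 48 to 96 hours (FDR = 0.00432). Between fluids SCAP was not called at any time point, with an FDR of 0.0715 at 6 days (0.25), where a term for horse gave 0.0413 and leaving out Moon 0.00737 (range over the alternatives 0.00557 to 0.277). The paper's table counts 10 blue, 4 brown, 4 turquoise, 2 green, 2 gray and 1 grey regulators among those activated in ISF.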

Amongst inhibited upstream regulators in ISF (**Figure 7B**), the turquoise module was overrepresented (70.5%) and largely related to the IL-1β/NF-κB signaling pathway. Overall, such interactions underscore the proliferation and differentiation (*CSF1*) of BMNC into macrophages (50), and their response to inflammation-induced oxidative stress (*PPARG, NFE2L1*) *(*43, 66, 67) involving changes in lipid metabolism (*LPL*) (68). Such a response likely mediates resolution, at least partially in a PPAR-γ-reliant manner, downregulating the IL-1β/NF-κB signaling pathway (*IL1B* and *RELA* genes) (43).

### Tissue Expression of Upstream Regulators and Genes Central to Activated Pathways

From the patterns of gene expression for each activated upstream regulator assessed over time (GeTMM counts and fold change, **Supplementary Table 6**), those with a high network interaction and exhibiting evident fold changes over time (decreasing or increasing) were selected for immunohistochemistry. 

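The GeTMM values were recomputed for the 50 genes of the paper's table in the 9 conditions. All 450 of the paper's values, which it labels medians, lay within 0.1% of the mean over horses, and 7 lay within 0.1% of the median. Of these genes, 2 differed between ISF and SF at 48 hours (AREG and ELL2), 9 at 96 hours, 14 at 6 days and 8 at 10 days. The numbers adjusted over the list alone were 2, 10, 14 and 7, which is not independent evidence because the study chose the list on these samples. Of the 14 genes at 6 days, 9 were higher and 5 lower in ISF (CEBPE, TSC22D3, ALDH2, RXRB and EEF1A2).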

Genes identified as essential drivers of the most activated pathways, were also selected as IHC targets. Ultimately, available immunohistochemistry targets with antibodies known to cross-react with equine proteins included PPARγ, phospho-PPARγ, PPARGC1A, MVK, HMGCS1, IL-1β, MAFB, SIRT2, and CSF1. Tissue expression for phosphorylated PPARγ (*p=0.0032*) and mevalonate kinase (*p=0.0291*) were lower in BMNC-treated joints (**Figure 8**), likely because the resolution process had already been achieved, and is similar to the patterns of expression of IL-10 in our previous study using the same synovial samples (49). None of the remaining histochemical findings reached statistical significance. Tissue expression for PPARGC1A was consistently higher in BMNC-treated joints for 5/6 horses compared to those treated with DPBS. In contrast, CSF1 and MAFB tended toward higher expression in DPBS-treated joints. No differences were observed in the staining patterns for SIRT2 and IL-1β.

**Figure 8:**
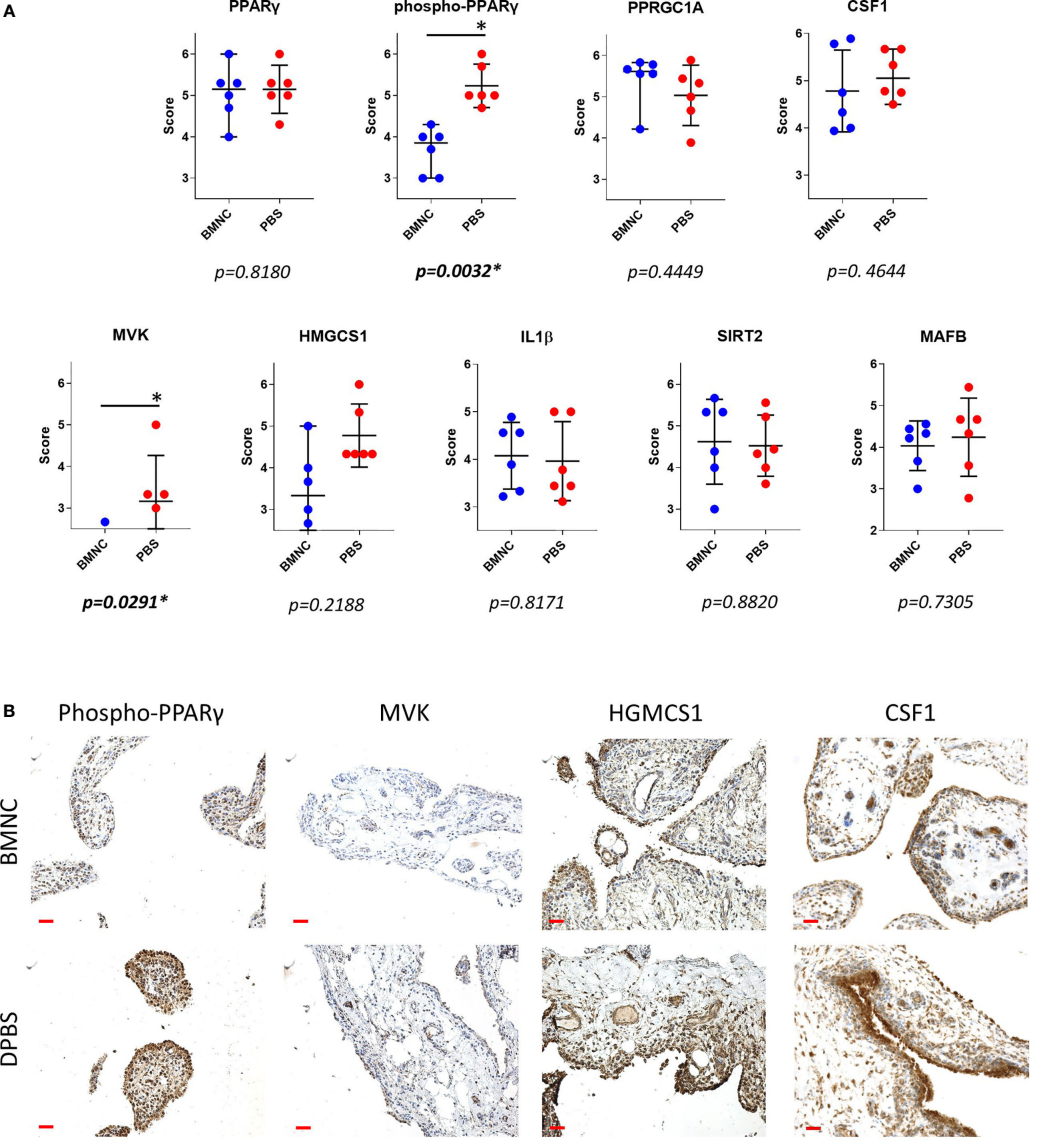
Immunohistochemistry of synovial membranes from 6 horses with experimental synovitis treated with BMNC or DPBS. Marked resolution of inflammation was evident following BMNC therapy (31). Selected targets were potential upstream regulators of high network interaction that were differentially expressed in ISF cultures over consecutive time points, or central drivers of most activated pathways. **(A)** Scatterplots of composite staining scores (median, 95% confidence interval) for PPARγ (*PPARG gene*), phosphorylated PPARγ, PPARγ co-activator 1 alpha (*PPARGC1A gene*), colony stimulating factor 1 (*CSF1 gene*), mevalonate kinase (*MVK gene*), 3-Hydroxy-3-Methylglutaryl-Coenzyme A Synthase 1 (*HMGCS1 gene*), interleukin-1β (*IL-1β gene*), sirtuin 2 (*SIRT2 gene*), and transcription factor MAFB (*MAFB gene*). Each dot in the scatterplot represents the composite score for each individual horse. Tissue expression for phosphorylated PPARγ (*p=0.0032*) and mevalonate kinase (*p=0.0291*) were lower in BMNC-treated joints. **(B)** Representative sections of synovium from inflamed joints treated with BMNC or DPBS and stained for selected markers detailed above (scale bars 100µm).

## Discussion

In this study, we identified differential transcriptional signatures of BMNC in response to ISF and SF. These same BMNC were previously shown to resolve synovitis following exposure to an inflamed synovial environment *in vivo* and *in vitro* (49, 50). We demonstrate a temporal behavior of co-expressed gene networks and their association with traits from our previous studies (49, 50), as well as with the expression of key proteins in the synovium by immunohistochemistry. Our findings illustrate the elaborate balance of pro- and anti-inflammatory mechanisms shifting dominance through the recovery of joint homeostasis. BMNC responded to ISF with an early pro-inflammatory response (green module), characterized by a short spike in the expression of NF-ƙB-related genes, coincident with the peak of IL-1β secretion in conditioned ISF (50). This response was associated with increased expression of the blue and brown modules, 2 gene networks with homeostatic functions comprising known drivers of resolution, which were more highly expressed in ISF and were dominant among activated upstream regulators. Significant differences in the expression of phosphorylated PPARγ and mevalonate kinase in synovial membranes from inflamed joints treated with BMNC, and equivalent IL-1β staining between BMNC- and DPBS-treated joints, emphasize the fine tuning of so-called pro-inflammatory pathways that must remain active at physiological levels during the resolution process. These observations highlight the differences between the pro-resolving effects associated with BMNC therapy compared to the anti-inflammatory effects observed following clinical treatment with corticosteroids (30, 49–51, 69, 70).

The short spike of expression of the pro-inflammatory green module observed in ISF, is essential to trigger a cascade of events that culminates in a pro-resolving response. NF-ƙB-related and mitogen genes co-expressed in the green module (**Supplementary Table 3**) play a key role in promoting the proliferation of macrophages necessary to counteract damage (24, 25). NF-ƙB-related genes also induce increased expression of genes with anabolic and anti-inflammatory functions within the blue and brown modules, which have critical roles in driving resolution of joint inflammation. The top four overrepresented BPs in the green module relate to a group of genes sharing important mitogenic activity. Genes such as *MAD1L1* and *CHAMP1* encode proteins that interact and regulate cell structure organization preceding mitosis (71, 72). *NR4A3* and *NR1D2* encode transcriptional activators involved in proliferation, survival and differentiation of myeloid progenitor cells, and in adjusting myeloid progenitor cell metabolism to oxidative stress (73, 74). NR1D2 does so by activation of IL-6 transcription, which is also required to induce expression of the IL-4 receptor and related downstream regulatory functions of macrophages, including their self-renewal (75–77). The BP “response to estradiol” was characterized by the expression of the amphiregulin (*AREG*) and *STAT3* genes. 

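STAT3 (ENSECAG00000016439) averaged 121 ± 9.09 GeTMM in ISF and 108 ± 13.3 in SF at 48 hours (SD, n = 7 each), and 86.6 ± 7.03 and 69.7 ± 7.24 at 96 hours (n = 8 each), differences that were not called (log2 fold changes 0.16 and 0.31, FDR = 0.816 and 0.380, limma). By horse, 7 of 8 were higher in ISF at 96 hours (exact permutation p = 0.0156, adjusted 0.0441). It was called by limma at 6 days (71.2 ± 8.84 and 53.9 ± 21.2, n = 8 each; 0.61, FDR = 0.0188, 6 of 8 horses), but this rests on horse Moon, without whose SF library the difference was 0.24 (FDR = 0.0812, range over the alternatives 0.00786 to 0.288). Leaving out Moon or that library alone called the difference at 96 hours (FDR = 0.0438 and 0.0320, range 0.00731 to 0.571). At 10 days the difference was -0.18 (FDR = 0.617). From 0 to 48 hours STAT3 rose in ISF (0.61, FDR = 0.0141).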

Macrophages are an important source of amphiregulin produced during acute inflammation. The AREG/ERK/STAT3 signaling axis is required for the differentiation of progenitor cells during tissue repair and establishing a pro-resolving response (78–81). 

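AREG (ENSECAG00000022525) averaged 4.20 ± 2.50 GeTMM in ISF and 0.851 ± 1.16 in SF at 48 hours (SD, n = 7 each; log2 fold change 1.52, SE 0.24, FDR = 5.96e-05, limma), with all 7 horses higher in ISF. At 96 hours the means were 1.78 ± 1.15 and 0.322 ± 0.399 (n = 8 each; 0.99, SE 0.22, FDR = 0.00140, 8 of 8 horses). At 6 days they were 0.515 ± 0.363 and 0.0740 ± 0.130 (n = 8 each; 0.47, FDR = 0.102), where 8 of 8 horses were still higher in ISF (exact permutation p = 0.00781, adjusted 0.0441). With values this low the pseudocount decides the call at 6 days, and one of 0.1 gave an FDR of 0.00370, a term for horse 0.0476 (range over the alternatives 0.00370 to 0.199). At 10 days they were 0.208 ± 0.246 and 0.0414 ± 0.0532 (n = 7 each; FDR = 0.630). In ISF AREG rose from 0.00976 GeTMM before culture (2.21, FDR = 1.71e-12), then fell by 0.88 from 48 to 96 hours (FDR = 0.00377) and by 0.78 to 6 days (FDR = 0.0230). Leaving out Dealings, Moon, Ollie or RimRun took the last of these above 0.05 (0.0601, 0.0881, 0.0527 and 0.0882), within 0.00420 to 0.139 over the alternatives, and a pseudocount of 0.1 did so for the fall to 96 hours (0.0783, range 0.000599 to 0.0783). In SF AREG rose by 0.69 from 0 to 48 hours (FDR = 0.0111, but 0.107 without Ollie, the highest over the alternatives, from 0.000282), and its later changes were not called.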

*AREG* was more highly expressed in ISF and exhibited progressively decreasing expression over time, as the resolving response progressed (**Supplementary Table 6**). Additionally, estrogen accelerates the resolution of inflammation through the regulation of IL-10/STAT3-mediated deactivation of pro-inflammatory responses, such that post-menopausal women are prone to developing chronic inflammation (82). STAT3 was the activated upstream regulator in ISF cultures with the highest connectivity. The NIK/NF-ƙB signaling in the green module was highlighted by the expression of *RELB* and *NFKB2*. Both RELB and NFKB2 are subunits of the non-canonical NF-κB signaling, which in macrophages, can exert both pro- and anti-inflammatory effects (83, 84). Non-canonical NF-κB signaling is critical to produce SDF-1α and recruit monocytes to the site of damage immediately following injury (83). Further, during monocyte-macrophage differentiation, non-canonical NF-κB signaling prevents hyperactivation of new macrophages by accelerating the removal of RelA and c-Rel (canonical NF-κB subunits) from pro-inflammatory gene promotors preventing overt inflammation. As such, blocking non-canonical NF-κB by inactivation of its IKKα subunit results in increased inflammation (84). In both SF and ISF cultures, *RELB* expression was positively regulated, with decreasing expression over time, while *RELA* was downregulated (**Figure 6**; **Supplementary Table 6**). 

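RELB rose from 6.16 ± 1.52 GeTMM before culture (SD, n = 8) to 30.9 ± 10.1 in ISF and 26.7 ± 11.1 in SF at 48 hours (n = 7 each; log2 fold changes 2.12 and 1.86, FDR = 1.28e-12 and 1.14e-10, limma). The fall from 48 to 96 hours was not called in ISF (-0.49, FDR = 0.109) and was called in SF (-0.65, FDR = 0.0206), a call lost without Dealings (0.115), Dreamer (0.0584), Ollie (0.0582) or RimRun (0.0521), within 0.00566 to 0.115 over the alternatives. After 6 days the mean of RELB rose again, from 18.8 ± 3.88 to 30.2 ± 11.1 in ISF (0.58, FDR = 0.0802) and from 16.8 ± 4.08 to 21.7 ± 7.76 in SF (0.31, FDR = 0.395). A term for horse called the rise in ISF (FDR = 0.0223), as did leaving out Moon (0.0192, range 0.0192 to 0.329). RELA fell between 48 and 96 hours to 77.2 ± 7.56 GeTMM in ISF and 76.6 ± 13.3 in SF (n = 8 each; log2 fold changes -0.56 and -0.81, FDR = 0.00453 and 2.31e-05). A further fall to 6 days was called in SF (-0.57, FDR = 0.0205, but 0.0589 without Lurie and 0.112 without RimRun, range 0.00721 to 0.558) and not in ISF (-0.33, FDR = 0.179), where leaving out Moon gave 0.0214 (range 0.00343 to 0.389).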

Combined, these signatures illustrate a fraction of molecular drivers of the acute response of BMNC to inflammation, which also sets the stage for establishing a pro-resolving response.

Increased expression of the blue module in response to inflammation, in parallel with the surge of the green module, and over a timeline associated with resolution in our previous studies (49, 50), suggests a pro-resolving identity. Genes encoding established drivers of joint inflammation resolution (IL-10, IGF-1) allocated to the blue module (**Supplementary Table 2**). A major functional signature of this module was the activation of the mevalonate pathway and isoprenoids biosynthesis, comprised by the expression of genes encoding central drivers of the mevalonate/isoprenoid pathway (*COQ2, HMGCR, FDPS, HMGCS1, GGPS1, MVK, PDSS1, PDSS2, GGDPS1, FDPS, ACAA2, HADHA* and *ACAT2*. In agreement, the super pathway of cholesterol biosynthesis, geranylgeranyl biosynthesis (an isoprenoid) and mevalonate pathway had the highest activation scores in ISF cultures between 0 and 48 hours, as detected by IPA. The roles of the mevalonate pathway in steroidogenesis, counteracting oxidative stress and inflammation resolution, are well documented in the macrophage response to damage and inflammation resolution (85–88). Deficiency of mevalonate kinase (MVK), a key enzyme in the mevalonate pathway, causes reduced synthesis of isoprenoids, leading to mitochondrial damage, subsequent oxidative stress and severe inflammation (89, 90). Importantly, exogenous isoprenoid treatment in models of inflammation induces decreased oxidative stress and production of inflammatory markers, by increasing expression of the NF-κB inhibitor IκBα and antioxidant selenoproteins (86, 91–93). Gene expression for MVK and HMGCS1, key enzymes in the mevalonate pathway, exhibited a similar expression profile between themselves (**Figure 6**; **Supplementary Table 6**). These enzyme genes were more highly expressed in SF, suggesting that inflammation negatively affects this pathway. 

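MVK (ENSECAG00000023067) averaged 13.8 ± 4.70 GeTMM in ISF and 11.3 ± 3.26 in SF at 48 hours (SD, n = 7 each), 17.4 ± 4.71 and 19.2 ± 6.72 at 96 hours (n = 8 each), 20.9 ± 6.56 and 22.6 ± 7.23 at 6 days (n = 8 each), and 18.7 ± 3.6 and 21.9 ± 2.92 at 10 days (n = 7 each). No difference between the fluids was called (log2 fold changes of ISF over SF 0.26, -0.10, -0.10 and -0.23, FDR = 0.648, 0.821, 0.754 and 0.506, limma), and the largest by horse was at 10 days, where 6 of 7 horses were higher in SF (exact permutation p = 0.0313, adjusted over the named genes 0.0719). HMGCS1 (ENSECAG00000008637) averaged 37.6 ± 14.4 GeTMM in ISF and 31.5 ± 8.02 in SF at 48 hours (n = 7 each), 30.1 ± 9.75 and 41.4 ± 24.6 at 96 hours (n = 8 each), 30.6 ± 9.35 and 44.0 ± 33.6 at 6 days (n = 8 each), and 35.9 ± 11.6 and 39.0 ± 14.4 at 10 days (n = 7 each). It was not called at any time point (0.21, -0.27, -0.16 and -0.12, FDR = 0.853, 0.684, 0.761 and 0.864). For both genes the mean was thus higher in ISF at 48 hours and higher in SF from 96 hours on, by less than the spread between horses, and no alternative called either of them. From 0 to 48 hours MVK rose by 0.98 in ISF (FDR = 8.09e-05) and 0.72 in SF (FDR = 0.00405), and HMGCS1 by 1.58 (FDR = 5.85e-05) and 1.37 (FDR = 0.000546). From the higher expression it describes in SF, the paper proposes that inflammation acts against this pathway.

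**Figure D2:**
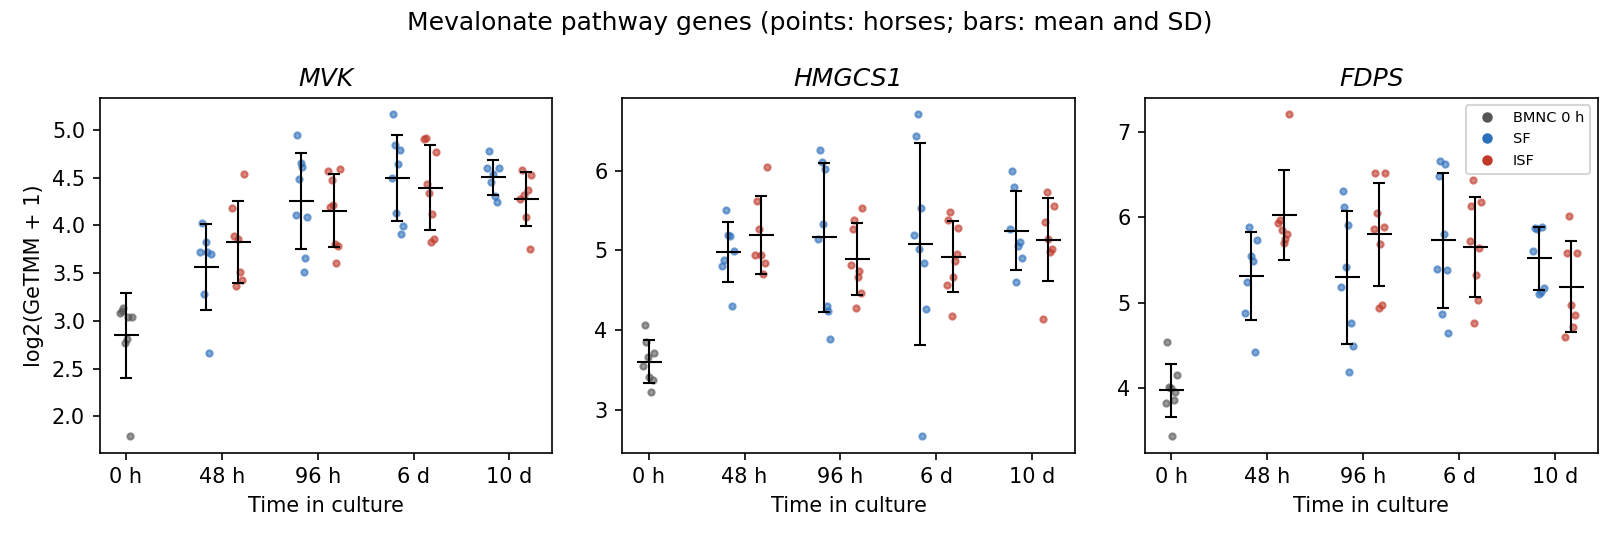
log2(GeTMM + 1) of MVK, HMGCS1 and FDPS (y axis) at each time point (x axis) before culture and in SF and ISF. Points are horses and bars are the mean and SD, and the ranges of the fluids overlap for MVK and HMGCS1 at each time point.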

A similar pattern of gene expression for *IL10* and *IGF1* was observed in our previous study, in which both genes were more highly expressed in SF than ISF (50). However, concentrations of IL-10 and IGF-1 in ISF were higher than in SF, because the decreased relative production in ISF was compensated for by higher macrophage counts (50). Our ongoing lipidomic study on BMNC-conditioned SF and ISF from the same samples used in this study may help elucidate if a similar context applies for isoprenoid production. Interestingly, it was recently evidenced that transcriptional dysregulation of the mevalonate pathway is a key signature of the overt inflammation caused by SARS-CoV-2 infection, highlighting its importance for inflammation resolution (88). Differences in MVK expression detected in synovial membranes suggests that the *in situ* activity of MVK in synovitis resolution happens earlier in time, as suggested by our pathway analysis and *in vivo* study (49).

The second overrepresented BP in the blue module “proteasome ubiquitin-dependent protein catabolism” was comprised of genes that characterize the formation of the 26S proteasome. Inflammation-derived oxidative stress damages nascent proteins that become misfolded and targeted for degradation (94). The 26S proteasome is essential for the degradation of these proteins, preventing aggregate formation, which is part of the pathogenesis of several conditions (94). Such observation from GO analysis agrees with the IPA findings where the “Unfolded Protein Response” was identified among the most activated pathways following isoprenoid biosynthesis through the mevalonate pathway. The next overrepresented BP was “protein localization to the Cajal body”. These are coiled bodies found in the nucleus of proliferating or metabolically active cells and are implicated in telomere homeostasis (95, 96). This BP was represented primarily by genes encoding chaperonin containing tailless (CCT) proteins that are critical regulators of telomerase folding and trafficking (97). Depletion of CCT proteins cause Cajal body and telomerase mislocalization and failure of telomere elongation (97). CCTs are also required for folding of cytoskeletal proteins during cell proliferation (98). The fourth dominant BP, “response to thyroid hormone stimulus”, reflects the effects of triiodothyronine on regulation of macrophage maturation and responses. Such responses include controlling cell migration and conferring protection against endotoxemia and LPS exposure, in great part through proliferation of tissue resident macrophages (99, 100). In addition, half of the genes characterizing this BP encode for cathepsins that mediate endolysosomal protein degradation. In summary, the dissection of a minute part of the blue module, illustrates the effect of isoprenoids and thyroid hormones in improving metabolism and performance of BMNC-derived macrophages to counteract the effects of inflammatory oxidative stress (85, 89, 90, 99, 100). This response is, at least partially, achieved by adjusting proteostasis through the 26S proteasome and Cajal bodies, preventing degenerative protein aggregate formation during increased cell transcription, proliferation and metabolism in response to inflammation (94, 97, 98).

The signature of the brown module were BPs that comprised of a series of gene groups encoding proteins that regulate the mitochondrial respiratory chain and mitochondria-mediated regulation of energy metabolism (101, 102). There is growing evidence of the pivotal role of mitochondria in energy metabolism adjustments required for inflammation resolution as shown in the brown module (103–105). In the face of inflammatory challenges, enhanced cell respiration induces oxidative stress, activating alternative sources of energy driving gluconeogenesis and enhancing mitochondrial fatty acid oxidation (101, 102) as denoted by the increased expression of genes such *ACAA2* and *HADHA* in ISF cultures (**Figure 6**). These genes were, however, associated with the isoprenoid biosynthetic pathway, highlighting the recently reported role of mitochondrial isoprenoid biosynthetic process (106). Enhancing the mitochondrial respiratory chain is a homeostatic mechanism that prevents mitochondrial DNA damage and its subsequent cytosolic and extracellular release signaling through damage-associated molecular pattern (DAMP) receptors (107). The peroxisome proliferator-activated receptor-gamma (PPAR-γ) co-activator 1-α (PPRGC1A; *PPRGC1A* gene), a master regulator of mitochondria biogenesis and liver gluconeogenesis was among the outstanding genes involved in mitochondrial regulatory functions listed in the brown module (101) and exhibited a trend for higher expression in BMNC treated joints (**Figure 8**).

Following interaction with PPRGC1A, PPAR-γ exhibits increased activity, interacting with a multitude of transcription factors and PPAR-γ responsive elements (43). PPAR-signaling was an important activated pathway identified by IPA in both SF and ISF cultures between 48 and 96 hours (**Table 1**, **Figure 6**), denoting its homeostatic functions. Among different PPARs, PPAR-γ was one of the most highly connected upstream regulators. In macrophages and other cells, PPAR-γ signaling is a cornerstone of tissue repair and inflammation resolution, exhibiting myriad functions that are either PPAR-γ-mediated or -dependent (43). Examples include shifting the production of pro-inflammatory cytokines towards anti-inflammatory and pro-resolving mediators, driving apoptosis and clearance of neutrophils, enhancing macrophage traffic, recruitment, phagocytosis and efferocytosis, improving mitochondrial respiratory performance, and the overall transcriptome of a regulatory response driving recovery of homeostasis (43, 47, 101, 108). Of note, some isoprenoids, the signature of the blue module, as well as some specialized pro-resolving molecules, signal through PPAR-γ, conferring increased production of IL-10, resistance to inflammatory stimuli and attenuated NF-ƙB activation following LPS stimulation (43, 81, 109–111). 

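PPARG (ENSECAG00000016664) averaged 22.3 ± 5.77 GeTMM in ISF and 19.8 ± 3.48 in SF at 48 hours (SD, n = 7 each), 29.9 ± 4.37 and 26.2 ± 5.11 at 96 hours (n = 8 each), 37.0 ± 5.92 and 30.6 ± 5.57 at 6 days (n = 8 each), and 27.7 ± 11.6 and 35.2 ± 5.95 at 10 days (n = 7 each). The log2 fold changes of ISF over SF were 0.15, 0.20, 0.27 and -0.41, none of which was called (FDR = 0.746, 0.462, 0.17 and 0.0515, limma). At 10 days, where SF was the higher, a term for horse gave an FDR of 0.0406, leaving out Catnip 0.00966 and leaving out Moon 0.0374 (range over the alternatives 0.00813 to 0.279). PPARG rose from 6.90 ± 0.825 GeTMM before culture (n = 8) by 1.53 in ISF (FDR = 4.11e-13) and 1.38 in SF (FDR = 1.71e-11) over the first 48 hours. In ISF it rose further by 96 hours (0.44, FDR = 0.0347), a call lost without Dreamer (0.244), Flash (0.0894), Lurie (0.0672) or Ollie (0.146), within 0.000755 to 0.244 over the alternatives. Between 6 and 10 days it fell in ISF (-0.48, FDR = 0.0300), and the call was lost with any of Dealings, Dreamer, Flash, Ollie and RimRun left out (FDR of 0.0596 to 0.158, range 0.00750 to 0.158).

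**Figure D3:**
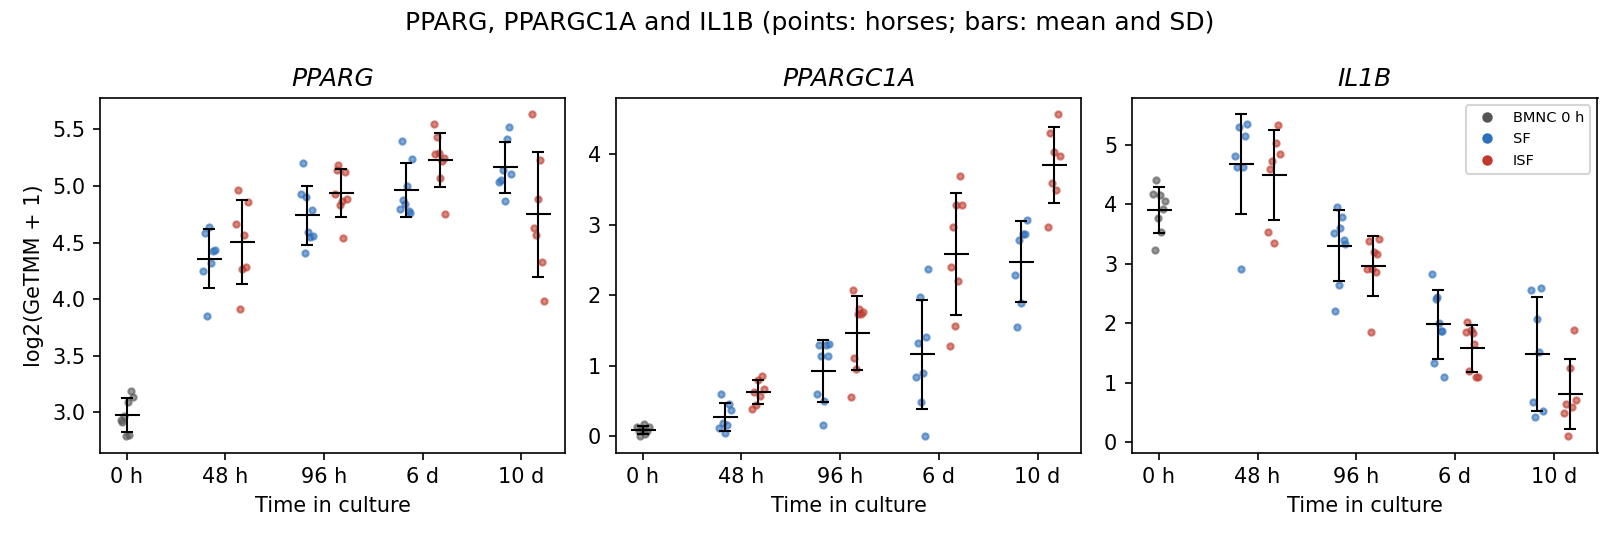
log2(GeTMM + 1) of PPARG, PPARGC1A and IL1B (y axis) at each time point (x axis) before culture and in SF and ISF. Points are horses and bars are the mean and SD, and of the 3 genes limma called only PPARGC1A between the fluids, at 6 and 10 days.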

Gene expression for *PPARG* was higher in ISF compared to SF. Significantly lower staining for phospho-PPAR-γ expression in synovial membranes detected by IHC, combined with the timing at which *PPARG* was identified as an Upstream Regulator, suggest that its activity modeling synovitis resolution almost overlap with the acute phase of inflammation. Importantly, PPAR-signaling findings from IPA at 48-96 coincide with the time at which pro-resolving effects were observed in our previous *in vivo* and *in vitro* studies (49, 50). Histochemical findings for phospho-PPAR-γ and PPRGC1A in BMNC compared to DPBS-treated controls suggests PPAR-γ signaling was not only a BMNC response to the inflamed synovial environment, but also part of the beneficial effects of BMNC on treated joints. Moreover, there is recent evidence that *PPRGC1A* expression is required for chondrocyte metabolism and cartilage homeostasis, with *PPRGC1A* knockouts exhibiting delayed endochondral ossification, disruption of physeal morphology and severe premature osteoarthritis (112).

Also in the brown module, *CSF1* was identified as an upstream regulator gene and was more highly expressed in ISF than SF cultures. 

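CSF1 (ENSECAG00000017715) averaged 43.6 ± 26.0 GeTMM in ISF and 14.4 ± 8.06 in SF at 48 hours (SD, n = 7 each; log2 fold change 1.45, SE 0.60, FDR = 0.235, limma), and all 7 horses were higher in ISF (exact permutation p = 0.0156, adjusted 0.0441). The means were 36 ± 34.8 and 25.8 ± 35.9 at 96 hours (n = 8 each; 0.47, FDR = 0.679), 58.0 ± 45.8 and 25.9 ± 31.5 at 6 days (n = 8 each; 0.92, FDR = 0.222), and 77.6 ± 34.3 and 46.8 ± 21.0 at 10 days (n = 7 each; 0.74, FDR = 0.425). All 7 horses were higher in ISF at 10 days as well, against 5 of 8 at 96 hours and 4 of 8 at 6 days, and no alternative called CSF1 between the fluids. From 0 to 48 hours CSF1 rose from 5.76 ± 1.99 GeTMM (n = 8), a change called in ISF (2.54, FDR = 0.000199) and not in SF (1.08, FDR = 0.125), though a term for horse called it there (FDR = 0.0367) and a fit of only the groups compared gave 0.00263 (range over the alternatives 0.00263 to 0.241).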

The marked proliferation of BMNC in ISF observed *in vitro* (50) may also be a response from CSF-1 signaling (50). Following a spike of proliferation, stimulation of macrophage progenitors with interferon-gamma (IFN-γ) or LPS induce maturation and cell cycle arrest, increasing MHC-II expression and developing the capability to quickly respond to inflammatory stimuli and antigen presentation (113). Given that synovitis in our model was induced by injection of LPS, it is not surprising that “antigen processing and presentation of polysaccharide antigen *via* MHC class II” was a dominant BP in the brown module, particularly considering that IFN-γ was not detected by immunoassay in conditioned SF or ISF in a preliminary screening performed in our study (50). Combined, these observations from the brown module highlight the importance of macrophage proliferation and maturation, and PPRGC1A/PPAR-γ signaling during macrophage-mediated joint homeostasis, identifying the need for further investigation of the therapeutic roles of PPAR-γ-agonists in the recovery of joint health.

The combined overrepresented BPs in the turquoise module, exclusive to ISF, reflect the dynamic of serine/threonine phosphorylation, autophosphorylation and dephosphorylation during cytokine signaling and subsequent mRNA transduction (114). In our study, these events happened in response to IL-4 (50). IL-4 signaling regulates the establishment of a pro-resolving response in macrophages by adjusting chromatin conformation and access for RNA transcription initiation (45). It also represses the expression of classical pro-inflammatory genes, decreasing inflammasome activation, IL-1β production and pyroptosis (44). Alternatively, IL-4 signaling enhances DNA binding of RNAPII-pS2 and RNAPII-pS5, and H3K27Ac as a positive epigenetic modification that leads to increased expression of several gene networks with a pro-resolving function (44). STAT6, which also allocates to the turquoise module, is a major regulator of IL-4 (likely through IL-4r expression) and PPAR-γ signaling (46). STAT6 facilitates binding of PPAR-γ to DNA, which, like IL-4, increases the number of regulated genes and the magnitude of response from macrophages (44, 46, 47, 115). IL-4r expression was increased in BMNC cultured in both SF and ISF, but was significantly higher in ISF (50), in agreement with the overall findings in this module. We did not, however, detect gene expression for IL-4 or the IL-4r agonist IL-13. Also, neither IL-4 nor IL-13 were detected in the synovial fluid (SF or ISF) in our *in vitro* and *in vivo* studies (29,31). Collectively, these findings suggest that, if produced by cells in the joint other than BMNC, their concentrations were either below detectable limits or absent, raising the possibility of signaling by an unidentified IL4r agonist or an unconsidered pathway with equivalent gene ontology. 

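IL4 (ENSECAG00000008299) stayed below the filter, with at most 0.706 GeTMM in a library and a highest mean of 0.141 ± 0.197 (SD, n = 8) before culture. It was at 0 in 5 of 8 libraries before culture, in 6 of 7, 7 of 8, 7 of 8 and 7 of 7 ISF libraries at 48 hours, 96 hours, 6 days and 10 days, and in 5 of 7, 6 of 8, 7 of 8 and 5 of 7 SF libraries. IL13 (ENSECAG00000009732) was above 0 in 4 libraries, none higher than 0.0574 GeTMM, which is about the worth of 1 read on a gene of 1 kilobase. IL4R (ENSECAG00000021525) averaged 126 ± 25.8 GeTMM before culture (n = 8), and at 48 hours 611 ± 106 in ISF and 387 ± 89.1 in SF (n = 7 each; log2 fold change 0.67, FDR = 0.0494, limma), a call lost when any 1 of 7 horses was left out (FDR of 0.0594 to 0.243, range over the alternatives 0.00321 to 0.243). IL4R was higher in ISF at 96 hours (1.10, FDR = 1.18e-05), at 6 days (1.40, FDR = 8.99e-09) and at 10 days (1.09, FDR = 1.62e-05). STAT6 (ENSECAG00000008705) fell from 327 ± 59.0 GeTMM at 48 hours to 196 ± 35.9 at 96 hours in ISF (-0.74, FDR = 1.05e-05) and from 390 ± 45.6 to 198 ± 29.5 in SF (-0.98, FDR = 7.67e-09). Between the fluids STAT6 was not called at any time point, though its FDR at 6 days was 0.0519 (0.30) and a term for horse brought it to 0.0335 and leaving out Catnip to 0.0333 (range over the alternatives 0.0280 to 0.235).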

The decreasing mean expression of the turquoise module in relationship to the increasing mean expression of the blue and brown modules, indicates that the biological processes included in the turquoise module are primarily required for priming the macrophages in BMNC towards a pro-resolving response (45).

*IL1B* gene expression in BMNC and protein expression in synovial fluid coincided in time and duration, peaking at 24 hours and progressively decreasing over time (49, 50). The *IL1B* gene was identified as a centerpiece among inhibited upstream regulators in ISF. Interestingly, IL-1β expression in the synovial membrane at 6 days following LPS model induction remained evident in both BMNC- and DPBS-treated joints. This finding suggests that the physiological levels of IL-1β expression required for homeostasis were conserved and not blocked, as commonly observed with the use of corticosteroids (51). Staining patterns for the other selected markers were inconclusive due to variability between individual horses. Although our experimental design was aimed at minimizing variability by including only horses of the same breed and a narrow range of age, variability is expected when working with human populations and animal models. Inbred mice poorly mimic the inflammatory reaction of people (116). While this study comprised a small cohort, the horse is an excellent model for the translation of inflammation (117) and an established model for the study of degenerative and inflammatory joint disease (1, 118). In agreement with our *in vivo* (49) and *in vitro* (50) findings using the same horses, the combined effects of gene networks comprised by each module depict a pro-resolving response, dissecting some important signatures of this process, and identifying candidate biomarkers of synovitis resolution, such as PPAR-γ and MVK expression and synovial fluid quantification of isoprenoids. The overall agreement between different analytical tools used in this study (between gene ontology of WGCNA-derived modules with IPA pathways and upstream regulator analysis) reinforce the significance of our data. However, future mechanistic studies are necessary to further determine the specific roles of pathways and biological processes identified in our study. A study of the transcriptome analysis from synovial samples from naturally inflamed joints treated with BMNC and DPBS would complement our current observations and further illustrate the molecular drivers of the synovial response to BMNC injection.

## Conclusion

Our current data suggest that BMNC-derived mechanisms of resolution are primarily represented by constitutively expressed homeostatic mechanisms, whose expression is enhanced to counteract tissue damage. These homeostatic mechanisms translate into macrophage proliferation, enlarging the “macrophage army” to fight aggressors, also improving their general and mitochondrial metabolism to better resist the challenges of inflammatory oxidative stress. Such effect is partially achieved through the synthesis and signaling of lipid mediators that promote recovery of homeostasis. Further exploration of BPs and pathways not dissected in this study may identify additional targets for future investigations. The combined findings of our equine studies (27, 49, 50) and human clinical trials (48, 119) highlight the long-lasting and superior pro-resolving effects of BMNC in the treatment of arthritic conditions. This study reveals important transcriptional signatures of BMNC-induced resolution of synovitis and reinforce that pro-resolving macrophages do not fit within commonly described pro- or anti-inflammatory phenotypes established in artificial *in-vitro* systems (120, 121). Current knowledge, including our study, suggests that *in vivo*, macrophages are by default homeostatic cells that, following injury, drive inflammation with the purpose of counteracting tissue aggressors, further guiding inflammation resolution and recovery of homeostasis (24, 25, 39, 122–125). Our study also highlights candidate mechanisms by which BMNC provide lasting improvement in patients with OA. Therapeutic enhancement of PPAR-γ signaling in joints with chronic inflammation may represent a novel strategy for resolving joint inflammation. Defining multiple mechanisms of macrophage-mediated synovitis resolution may provide means to develop pharmacological pro-resolving therapies, bypassing the need for more invasive bone marrow aspiration and further advancing the treatment of many inflammatory arthropathies, not just OA.

## Data Availability Statement

The datasets generated for this study are available on request to the corresponding author. The current RNAseq data was deposited in the Gene Expression Omnibus (GEO; GSE18552) repository.

## Ethics Statement

This study was conducted in compliance with the Animal Welfare Act and the approval of the Virginia Tech Institutional Animal Care and Use Committee.

## Author Contributions

BCM, JNM, and LAD designed studies. BCM obtained and processed the samples. TSK and SCL mapped and quantified the sequenced libraries. HE-SA and SCL performed DEGs analysis. BCM and HE-SA performed functional genomics, figures preparation, data interpretation and conceptualization. KES performed immunohistochemical assays, which were scored by BCM, HE-SA, and KES. BCM prepared the manuscript. All authors edited, reviewed, and approved the manuscript.

## Funding

This study was supported by the Grayson-Jockey Club Research Foundation and the Virginia-Maryland College of Veterinary Medicine Internal Research Competition. BM received graduate assistantship support from the Interdisciplinary Graduate Education Program at Virginia Tech, the Virginia-Maryland College of Veterinary Medicine and the College of Agriculture, Food and Environment at the University of Kentucky.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

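The values come from RNA sequencing of 68 libraries from 8 horses: bone marrow mononuclear cells before culture (0 hours, 8 libraries) and after culture in SF or ISF (7 horses per fluid at 48 hours and 10 days, 8 horses per fluid at 96 hours and 6 days), with 1 library per horse, fluid and time point. As the authors describe, reads were trimmed with TrimGalore 0.4.3, mapped to EquCab 3.0 with STAR 2.7.2a and counted per gene with the GeneCounts option. The table used here holds the GeTMM values that the authors made from these counts before it was deposited, which resemble RPKM values (reads per kilobase of gene) but are relative to the sum of the reads per kilobase of the library, scaled between libraries with TMM factors. No logarithm had been taken, and no batch correction is described. The authors tested differential expression with DESeq2 at a q-value under 0.05. Their Supplementary Table 1 lists F and P values.

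Of the genes listed, 24065 were above 0 in at least 1 library, 13157 entries carried no gene symbol, and 744 entries shared 1 of 77 symbols with another entry. Genes were therefore handled by their Ensembl identifier. Values were transformed as log2(GeTMM + 1). A gene was tested when it reached 0.5 GeTMM in at least 7 libraries, the size of the smallest group, which left 14570 genes, of which 10838 were above 0 in every library.

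Reads on genes were recovered from the table, because each GeTMM value is a whole number of reads times the worth of 1 read in that library and for that gene length. Whole gene lengths were found for 24064 of the 24065 genes (99.9958%), with every value within 0.02 reads of a whole number and a median length of 1444 bases. A common whole factor in the reads of a library cannot be excluded by this step, although the share of even numbers among 1 to 60 reads was 45.7% to 50.1% per library. In 1 library, the SF culture of Lurie at 48 hours, the worth of a read was corrected by a factor of 2 judged from the share of even numbers, and its 21.7 M reads rest on this. Tested on simulated data, the step recovered every read count for all 5110 genes found in at least 8 libraries. The worth of 1 read on a gene of 1 kilobase was 0.0337 to 0.0979 GeTMM per library, so values near or below it rest on single reads. Reads on genes are not read pairs sequenced, and only reads assigned to a gene can be seen in this way.

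Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend), in 1 fit of all libraries with 9 groups and no term for horse. P values are two-sided, and a gene was called at a Benjamini-Hochberg FDR under 0.05 over the 14570 genes of a comparison. ISF was compared with SF at the 4 time points, and each fluid was followed over the 4 intervals from 0 hours to 10 days. Whether the difference between the fluids changed from 1 time point to the next was tested with an interaction term for the 3 later intervals. On simulated data with 200 changed genes per comparison, 87% to 93.5% of the changed genes were called, and 2.13% to 7.85% of the calls were false. Every planted change was at least 1 on the log2 scale. The noise was independent between genes and libraries, without differences between horses. These shares therefore do not carry over to smaller changes or to libraries of a horse that vary together. Gene lists were tested with camera, two-sided, with an inter-gene correlation of 0.01, and again with its estimated correlation and with fry. FDR values for lists are adjusted over the lists tested together.

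Comparisons within horses used exact permutation tests that flip the sign of each horse's difference, two-sided, with a Benjamini-Hochberg adjustment over the tests of the same kind. For named genes this set includes genes chosen for the same direction in every horse, whose p is the smallest possible by that choice. Their inclusion can lower the adjusted p of the other named genes. Distances, principal components, module means and correlations with time were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9. The distance between fluids is the root mean square difference between the ISF and SF library of a horse. Positions on principal components were tested by exchanging the fluid labels within horses. Correlations with time are Pearson correlations with the day.

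Named genes are the 3 with the highest and the 3 with the lowest log2 fold change in each comparison of the fluids, among genes with a symbol, an FDR under 0.05, a mean of at least 5 GeTMM in 1 of the groups and the same direction in every horse, and in addition every gene that the paper names. Some of these genes and 1 further marker list are not reported here. The marker lists were T cell, erythroid, neutrophil precursor, macrophage, cell cycle, and fibroblast or stromal genes. They hold CD3D, CD3E, CD3G, CD2 and LCK (T cell), ALAS2, GATA1, KLF1, AHSP and HBB (erythroid), MPO, ELANE, PRTN3, AZU1, CAMP, LTF, OLFM4 and CEBPE (neutrophil precursor), MKI67, TOP2A, CCNB1, BUB1 and CDK1 (cell cycle), and COL1A1, COL1A2, COL3A1, DCN and LUM (fibroblast or stromal), beside the macrophage genes given above. Means were taken over the 5 T cell, 4 erythroid, 6 neutrophil precursor, 7 macrophage, 4 cell cycle and 5 fibroblast or stromal genes that could be matched by symbol. Except for the fibroblast or stromal list, these genes are expressed by the marrow cells before culture. Pathway lists were taken whole from Supplementary Table 4 of the paper, and module genes from the part of Supplementary Table 2 used here and from Supplementary Table 3.

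The tests, the filter, the rule for named genes, the marker lists and the following alternatives were fixed before the data were examined: a pseudocount of 0.1, no filter (24065 genes), a term for horse, a fit of only the groups compared, rescaling of the libraries by the median ratio, a limit of 1 on the absolute log2 fold change, leaving out each of the 8 horses in turn, the rank of the time point in place of the day, and the mean over horses in place of the median. Chosen after the data were seen were limma voom on the recovered reads, library weights estimated by limma, leaving out the SF library of Moon at 6 days, and leaving out the ISF libraries of Dealings and Dreamer at 96 hours, alone or with a term for horse. Each of the alternatives for named genes over time and for gene lists over time was also chosen then. In the paper's tables the values of the genes it names, and its gene lists, had been seen before the rule and the lists were set.

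Pairing was checked by correlating the ISF and SF libraries of a time point after the mean of each fluid was removed. Libraries of the same horse correlated at 0.470, 0.316, 0.315 and 0.215 on average at 48 hours, 96 hours, 6 days and 10 days, and libraries of other horses at -0.0780, -0.0437, -0.0430 and -0.0351. The pairs of Dealings (-0.0150) and Dreamer (-0.217) at 96 hours were the exceptions. These libraries were kept under their labels. No library was left out of the results given first, while the construction of the gene network and the scores of the pathway software were not analysed here.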

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

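The tests of depth, of normalization and of the horse for the SF library of Moon at 6 days, its omission, that of the ISF libraries of Dealings and Dreamer at 96 hours, the fits with library weights and voom, and the naming of genes whose difference between fluids changed were chosen only after the results were seen.

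In 182 groups of 7 or 8 samples, a sample far from the others of its group was found 27 times by Dixon's test at the 95% level. Chance gives about 1 in 20 groups, which is 9.1 of 182. The 27 results fall on 18 libraries or horses, and 6 of them on the SF library of Moon at 6 days.

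In that library the sum of GeTMM was 2.32 M, against 0.906 to 1.01 M in the other 7 SF libraries at 6 days. It had 12797 genes above 0 (others 15366 to 16626), a correlation of 0.845 with the mean of the others (0.967 to 0.987), an erythroid mean of 1.24 (0.249 to 0.472), a green module mean of 4.01 (4.58 to 4.81) and a turquoise module mean of 3.25 (3.88 to 4.27), the means on the log2 scale. The distance between ISF and SF of Moon at 6 days, 1.55 against 0.601 to 0.832 in the other horses, follows from the same library. A lower depth is argued against by its 20.8 M reads on genes, within the 19.7 to 24.7 M of the others. The scaling of the libraries by the authors is argued against by its median rank correlation with the others, which no scaling changes and which was 0.817 against 0.957 to 0.968. With the trend on gene length removed, its correlation of 0.848 stayed below the 0.968 to 0.987 of the others, which argues against a bias by gene length. The 20 highest genes took 30.8% of the sum, more than the 18.6% to 25.5% of the others, as a few dominating genes would give. The rank correlation, on which 20 genes have little weight, argues against these genes as the whole explanation. A library of another horse is argued against because its profile was closest to Moon (correlation 0.622). A wrong time point or fluid would place it closest to another condition, and it was closest to SF at 96 hours (0.846), but by only 0.001 over its own condition. Every other library correlated at 0.963 or more with its own condition, which argues against a library of another condition in full. Cells of another type stay open: 1 of 5 marker lists tested, the erythroid one (1.24), was above that of every other SF library at 6 days, and well below the 5.64 before culture. That list rests on AHSP, at 10.8 GeTMM (others 0 to 0.677, Moon before culture 572), and on ALAS2 at 0.654 (others 0 to 0.0852, before culture 293). GATA1 was at 0.469 (0 to 0.386) and KLF1 at 0.0904, below the 0.254 to 0.958 of the others. T cell (4.19) and neutrophil precursor genes (8.14) lay within the ranges of the other libraries, and fibroblast or stromal genes (0.0440) below theirs. A remnant of red cell precursors and a change of RNA in 1 well cannot be told apart from this one list, and mixing of libraries or loss of RNA quality also stays open. The design gives no condition that sets this culture apart, so no biological explanation was tested.

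The remaining 20 results belong to other libraries. Sums of GeTMM were 1.46 M in Ollie before culture (other horses 0.998 to 1.15 M) and 0.944 M in Dealings in ISF at 6 days (1.04 to 1.10 M). RimRun in ISF at 48 hours had 14783 genes above 0 (15918 to 16584), a correlation of 0.974 with the rest of its group (0.984 to 0.990) and a cell cycle mean of 4.06 (4.99 to 5.67). Its 19.4 M reads on genes lay within the 19.1 to 26.3 M of its group. The 20 highest genes held 19.9% of the sum in Flash in SF at 48 hours (15.1% to 17.0%). Neutrophil precursor genes averaged 3.58 in Dealings in SF at 6 days (6.57 to 8.90). Cell cycle genes averaged 3.88 in Dreamer in ISF at 6 days (4.73 to 5.24), 5.08 in Moon in ISF at 10 days (2.73 to 3.6) and 2.00 in Dealings in SF at 10 days (3.42 to 4.24). Fibroblast or stromal genes averaged 0.939 in Dealings in ISF at 96 hours (0.0190 to 0.362), 3.69 in Ollie in ISF at 6 days (0 to 1.63), 3.38 in Moon in ISF at 10 days (0.0348 to 0.471) and 2.97 in Dealings in SF at 96 hours (0.00727 to 1.25). On the first principal component Dealings in SF at 96 hours lay at -8.56 (16.7 to 35.4) and Catnip in SF at 10 days at 1.56 (-53.3 to -30.1). Green module genes averaged 5.12 in Flash before culture (4.62 to 4.79) and 5.24 in Catnip in ISF at 48 hours (5.50 to 5.69), turquoise module genes 3.93 in Catnip in ISF at 10 days (3.75 to 3.82), and pink module genes 7.16 in Lurie in SF at 10 days (5.17 to 5.78). Depth was not itself far from the rest of the group in any of these libraries. As these results are single libraries of 1 horse each, the design gives no biological explanation for them and none was tested.

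A difference between groups was found where the difference of ISF and SF itself changed between time points, by the interaction term of limma. From 48 to 96 hours 3 genes changed in this way: WNT4 (ENSECAG00000018933; 0.72, FDR = 0.0487), ENSECAG00000028085 (2.18, FDR = 0.0487) and ENSECAG00000032497 (-1.54, FDR = 0.0331). From 6 to 10 days 33 genes did. In the fits run the counts ranged from 0 to 207 and from 0 to 278, so neither number is stable. Leaving out a horse gave 0 (Dreamer, Lurie, RimRun), 1 (Catnip, Dealings, Ollie), 3 (Flash) and 14 (Moon) genes for the first interval, with 550 to 722 genes at an unadjusted p under 0.05 where limma called 0. For the last it gave 1 (Ollie), 5 (Lurie), 7 (Dreamer, Flash), 11 (Dealings), 12 (Catnip), 20 (RimRun) and 192 (Moon) genes, and 99 without the SF library of Moon at 6 days alone. Tested on the differences within horses, where the labels of the time points can be exchanged, 158 genes changed from 48 to 96 hours. Only 1 of 100 groupings drawn without regard to the horse, the real one, gave as many. Among 100 groupings that exchange the time points within horses 2 gave as many, the other with 264 genes. Chance is thus argued against but not excluded for the 158 genes, as that other grouping exceeded the real one. Without the ISF libraries of Dealings and Dreamer at 96 hours, whose profiles lay closest to each other's horse, 10 genes changed, and only the real grouping gave as many among 100 groupings and among 32 that exchange the time points within horses. Chance is argued against for the 10 genes, but the 158 genes depend on these libraries. For 96 hours to 6 days and 6 to 10 days limma called 0 genes on the differences within horses (881 and 1989 genes at an unadjusted p under 0.05 in the fit of all libraries), so 100 of 100 groupings gave as many by construction. The test decides nothing about the 33 genes, which were called in the fit of all libraries (270 with a term for horse), and whether chance gave them stays open. A longer stay in the fluid is the biological explanation that the design gives for a changed difference, and it stays open, as does the fluid added to the wells every 48 hours. The 2 were not tested apart, nor were they told apart from a change in the mix of cells.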

How the results depend on the processing

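The fits with limma voom and with library weights, the omission of the SF library of Moon at 6 days or of the ISF libraries of Dealings and Dreamer at 96 hours, and the alternatives for genes and gene lists over time were chosen only after the data were seen.

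No result past its threshold reversed its direction in any alternative that was run, while some of those not past it changed sign, and every alternative set beforehand was run. A count is called unchanged here when it stayed within 1.5 times. Shares were held to a narrower limit, by which the shared part moved when it went from 70.9% to 66.7%. Of 378 comparisons of a count or share of DEGs with its alternatives, 243 were unchanged and 135 moved. Rescaling by the median ratio left all 21 of them unchanged, no filter 20 of 21, the pseudocount of 0.1 19 of 21 and voom 18 of 21. Rescaling moved the balance of directions, however: the share of DEGs at 48 hours that were higher in ISF went from 51.8% to 42.3%. With voom, the median log2 fold change of all genes from 0 to 48 hours was -0.16 in each fluid, and the share higher went from 49.1% to 37.6% in SF over 0 to 48 hours and from 66.8% to 48.4% over 6 to 10 days. Over all fits, 74 to 2233 genes differed between ISF and SF at 48 hours, 402 to 4206 at 96 hours, 1086 to 5447 at 6 days and 924 to 4126 at 10 days. Over time the counts were 2762 to 9072, 636 to 4941, 240 to 2215 and 478 to 2285 in the 4 intervals of ISF, and 2228 to 7957, 926 to 6341, 61 to 558 and 3 to 1450 in those of SF.

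A term for horse gave 660 genes at 48 hours and 2431 at 96 hours between the fluids, 1552 in ISF and 558 in SF from 96 hours to 6 days, 1450 in SF from 6 to 10 days, 27 and 270 for the changed difference from 48 to 96 hours and from 6 to 10 days, 306 upregulated at 48 hours and a share called in both fluids of 73.8%. With the ISF libraries of Dealings and Dreamer at 96 hours left out as well, the counts were 684 at 48 hours, 1518 and 555 from 96 hours to 6 days, 1448 in SF from 6 to 10 days, 7 and 278 for the changed difference, 309 upregulated at 48 hours and 72.9% shared. The term for horse removes differences between horses from the spread by its construction.

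Library weights gave 2233 genes at 48 hours and 4206 at 96 hours (1009 and 2286 upregulated), 4941 in ISF and 6341 in SF from 48 to 96 hours, 2215 and 491 from 96 hours to 6 days, 207 and 202 for the changed difference, 77.1% shared and 1058 called at 6 days alone. The superpathway of cholesterol biosynthesis at 48 hours became weaker (0.17, FDR = 0.0900). The weight of the SF library of Moon at 6 days was 0.0304. Without that library, 728 genes differed at 48 hours and 2438 at 96 hours (319 and 1405 upregulated), 1680 in ISF from 96 hours to 6 days, 319 in SF from 6 to 10 days and 99 in the changed difference from 6 to 10 days, with 74.6% shared. Why other comparisons than those of SF at 6 days moved follows from the single estimate of the spread, which includes this library.

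A limit of 1 on the absolute log2 fold change leaves fewer genes by its construction: 92, 402, 1086 and 924 between the fluids at 48 hours, 96 hours, 6 days and 10 days (62, 232, 594 and 344 upregulated), 2762, 636, 240 and 478 over the intervals of ISF, 2228, 926, 112 and 238 over those of SF, 20 in the changed difference from 6 to 10 days, 61.2% shared and 401 called at 6 days alone. A fit of only the groups compared has fewer libraries and gave 2686 genes at 96 hours and 1995 at 6 days (1506 and 1115 upregulated, with 230 at 48 hours), 61 in SF from 96 hours to 6 days and 3 from 6 to 10 days, 5 in the changed difference from 48 to 96 hours and 0 from 6 to 10 days (1263 at an unadjusted p under 0.05, limma), 74.1% shared and 382 at 6 days alone. There Mevalonate Pathway I at 48 hours became stronger (0.18, FDR = 0.0423), as it did without the filter (0.18, FDR = 0.0435). Voom gave 417 genes in SF from 6 to 10 days and 0 (706 at an unadjusted p under 0.05) and 21 in the changed difference. A pseudocount of 0.1 gave 0 (750 at an unadjusted p under 0.05) and 20, and no filter moved the shared part to 66.7%. For voom, the pseudocount and the filter the cause was not tested.

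Leaving out 1 horse in turn left 106 of 168 counts and shares unchanged. Between the fluids it gave 74 (Dreamer) to 724 (Moon) genes at 48 hours, also 89 without Catnip, 111 without Lurie, 129 without Ollie and 162 without RimRun. At 96 hours it gave 880 (Dreamer) to 2509 (Moon), with 959 without Dealings, 938 without Lurie and 994 without Ollie, and at 10 days 1922 (Dealings) to 4055 (Moon). Upregulated genes numbered 51 (Dreamer) to 328 (Moon) at 48 hours, with 53 without Catnip or Lurie and 71 without Ollie, 514 (Dreamer) to 1456 (Moon) at 96 hours, with 553 without Dealings, 547 without Lurie and 592 without Ollie, and 901 (Dealings) to 1959 (Moon) at 10 days. In ISF 1831 (Dreamer) to 3794 (Moon) genes changed from 48 to 96 hours, and 422 (Ollie) to 1444 (Moon) from 96 hours to 6 days, with 578 without Dreamer, 608 without Lurie and 433 without RimRun. The last interval gave 848 (Ollie) to 2263 (Moon). In SF it was 147 (RimRun) to 317 (Catnip) from 96 hours to 6 days, with 167 without Dreamer, 166 without Lurie and 151 without Ollie, and 205 (Ollie) to 765 (RimRun) from 6 to 10 days, with 404 without Dreamer, 272 without Lurie and 273 without Moon. The changed difference ranged from 0 (550 at an unadjusted p under 0.05 without Dreamer) to 14 (Moon) for 48 to 96 hours, from 0 to 1 (Moon) for 96 hours to 6 days, and from 1 (Ollie) to 192 (Moon) for 6 to 10 days. The shared part was 67.6% (Dealings) to 72.8% (Moon). Fewer horses lower the power of each of these fits, and why the counts rise without Moon was tested only for its SF library at 6 days.

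For the gene lists, 282 of 288 results kept their direction and side of the threshold, 3 became weaker and 3 stronger. With 1 horse left out, Mevalonate Pathway I at 48 hours ranged from 0.116 (RimRun) to 0.229 (Flash, stronger, FDR = 0.0229) and the superpathway from 0.124 (RimRun, FDR = 0.330) to 0.269 (Flash), with 0.181 (FDR = 0.0545) without Ollie. The cause was not tested.

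Distances between the fluids depend on the scale. With the pseudocount of 0.1 they were 0.83, 0.949, 1.28 and 1.16 in place of 0.5, 0.607, 0.862 and 0.771 at 48 hours, 96 hours, 6 days and 10 days, and without the filter 0.397, 0.477 and 0.613 at 48 hours, 96 hours and 10 days, where genes near 0 add little distance. The change of the distance from 6 to 10 days, which was not past the threshold, went from -0.0989 to 0.0426 without Moon and 0.0435 without its SF library at 6 days (exact permutation p = 0.922 in all horses). The 4 changes from 48 or 96 hours to 6 or 10 days kept their direction, with ranges on leaving out 1 horse of 0.251 (Dreamer) to 0.3 (RimRun) from 48 hours to 6 days, 0.271 (Dealings) to 0.333 (RimRun) from 48 hours to 10 days, 0.135 (Moon) to 0.288 (Dreamer) from 96 hours to 6 days, and 0.145 (Catnip) to 0.202 (Dreamer) from 96 hours to 10 days. They became weaker in 26 of these fits (adjusted exact permutation p of 0.0625 to 0.0938), because fewer horses raise the smallest p of a test and with it the adjusted values. Without the ISF libraries of Dealings and Dreamer at 96 hours the distance at 96 hours was 0.555 and the change from 48 to 96 hours 0.07 in place of 0.129 (exact permutation p = 0.188). The other changes were 0.263, 0.3, 0.322 and 0.206, also weaker (adjusted exact permutation p of 0.0625, 0.0625, 0.0625 and 0.0938). The changes from 96 hours had fewer horses. Those from 48 hours to 6 and 10 days kept their horses and their exact permutation p (0.0156 and 0.0313), so only the adjustment moved them. Of all 182 results on distances and principal components, 145 were unchanged, and the separation on the principal components was among them throughout.

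Module means and correlations with time were unchanged in 652 of 662 comparisons. The other 10 moved with the pseudocount of 0.1, as low values are spread by it. The brown module rose by 0.586 in ISF and 0.425 in SF from 0 to 48 hours (0.408 and 0.306 with a pseudocount of 1) and by 1.15 and 0.952 from 48 hours to 10 days (0.905 and 0.693). The black module changed by -0.28 from 0 to 48 hours in ISF (-0.107), by 2.26 in ISF and 1.54 in SF from 48 hours to 10 days (1.10 and 0.684), and by -0.485 between the fluids at 96 hours (-0.231). Over the black genes from the part of Supplementary Table 2 used here the rise from 48 hours to 10 days was 2.03 in ISF and 1.42 in SF (1.05 and 0.687). All 234 medians of GeTMM stayed within the spread between horses when the mean was taken. Of 6443 results for named genes, 6077 kept their call, 196 became weaker and 170 stronger, of which 131 and 34 came from leaving out a horse.

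Depth limits the low end of the range. With 15.7 to 36 M reads on genes per library, 1 read on a gene of 1 kilobase is worth 0.0337 to 0.0979 GeTMM, so genes such as IL4, IL13 and AREG late in culture rest on a few reads. Thinned to 15653436 reads in every library, the comparison of the fluids gave 227, 1475, 4353 and 2919 genes, within 1.5 times of the counts at full depth.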

Differences from the paper's values

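Of the tests in this part, the count of genes by a log2 fold change above 1, the fits with library weights, the term for horse without the ISF libraries of Dealings and Dreamer at 96 hours and the alternatives for single genes over time were chosen only after the data or the values of the paper were seen.

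The paper states a mean of 34.5 M read pairs sequenced per library, from 24 M to 54 M. The reads on genes recovered here had a mean of 22.3 M, a lowest value of 15.7 M and a highest of 36 M. These are different steps of the same libraries, and none of the alternatives set before the data were examined bears on them.

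Counts of DEGs in Fig. 2C were read by eye. For ISF from 48 hours on, the heading for upregulated genes in Supplementary Table 1 holds log2 fold changes above 1 and that for downregulated genes every other called gene. The counts here follow that reading for all comparisons, although it was checked only for those intervals. The count set before the data were examined was by sign (below). For ISF, the paper's downregulated DEGs from 0 to 48 hours are about 4000 in Fig. 2C, read by eye, and 6415 here, a difference that is absent with a pseudocount of 0.1 and without each horse except Moon and present in the other 6 of 14 alternatives set before the data were examined. From 48 to 96 hours they are about 1400 in Fig. 2C, read by eye, and 2547 here, with no difference without Dreamer, Lurie, Ollie or RimRun and a difference in the other 10 of these alternatives. From 96 hours to 6 days they are about 300 in Fig. 2C, read by eye, and 858 here, with no difference without Ollie or RimRun and a difference in the other 12. From 6 to 10 days they are about 540 in Fig. 2C, read by eye, and 1339 here, with no difference without Ollie and a difference in the other 13.

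For SF, the paper's downregulated DEGs from 0 to 48 hours are about 3300 in Fig. 2C, read by eye, and 5560 here. There was no difference with a pseudocount of 0.1 or without Dealings, Flash or RimRun, and a difference in the other 10 alternatives set before the data were examined. From 48 to 96 hours they are about 2200 in Fig. 2C, read by eye, and 3731 here, with no difference without Catnip, Dealings, Dreamer, Lurie, Ollie or RimRun and a difference in the other 8. From 96 hours to 6 days the paper's upregulated DEGs are about 38 in Fig. 2C, read by eye, and 13 here, with no difference with a term for horse (30) and a difference in the other 13. A term for horse without the ISF libraries of Dealings and Dreamer at 96 hours, chosen after the values were seen, also gave 30. The downregulated DEGs of this interval are about 110 in Fig. 2C, read by eye, and 285 here, with no difference without Dreamer, Lurie, Ollie or RimRun or with a limit of 1 on the absolute log2 fold change and a difference in the other 9.

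Between ISF and SF at 48 hours, the paper's upregulated DEGs are about 39 in Fig. 2C, read by eye, and 62 here, with no difference without the filter or without each horse except Moon and a difference in the other 6 alternatives set before the data were examined. Its downregulated DEGs there are about 84 in Fig. 2C, read by eye, and 183 here, with no difference with a pseudocount of 0.1 or without Catnip, Lurie, Ollie or RimRun and a difference in the other 9. At 96 hours the downregulated DEGs are about 500 in Fig. 2C, read by eye, and 1292 here, with no difference without Dreamer or Lurie and a difference in the other 12. At 6 days they are about 2200 in Fig. 2C, read by eye, and 3811 here, with no difference in a fit of only the groups compared or without Dealings, Dreamer, Lurie or Ollie and a difference in the other 9. At 10 days they are about 1400 in Fig. 2C, read by eye, and 2683 here, with no difference without Catnip, Dealings, Dreamer or Lurie and a difference in the other 10.

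Counted by sign, as set before the data were examined, the genes lower in ISF number 118, 626, 1978 and 1578 at the 4 time points, and the genes that fell number 3989, 1519, 516 and 792 over the intervals of ISF and 3368, 2307, 235 and 231 over those of SF. By that count 9 of 12 numbers of downregulated DEGs lie within 1.5 times of the paper's, the exceptions being 96 hours to 6 days in each fluid and 6 to 10 days in SF. The genes higher in ISF number 127, 898, 2427 and 1449 by sign, and those that rose 3686, 1245, 413 and 741 in ISF and 3247, 1675, 63 and 465 in SF, and 0 of 12 lie within 1.5 times of the paper's upregulated DEGs. In the paper's own list 409 of the 1424 genes under the downregulated heading for ISF from 48 to 96 hours carry a log2 fold change above 0, as do 110 of 300 and 150 of 543 in the later intervals.

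The paper gives a log2 fold change of LPL from 0 to 48 hours of 6.287 in ISF and 4.99 in SF, and here it was 4.96 and 3.73. For the log2 fold change of GATA1 the paper gives -5.185 in ISF and -4.736 in SF, and here it was -3.40 and -3.25. With a pseudocount of 0.1, an alternative set before the data were examined for other results and applied to these after their values were seen, they were 5.88 and 4.61 for LPL and -5.01 and -4.83 for GATA1, no longer differing by more than the spread between horses, and of the 37 log ratios of the paper compared here it changed the call of 0. All 4 values differ in the other 12 alternatives. For EEF1A2 from 0 to 48 hours the paper gives 7.975 in ISF and 7.965 in SF, and here it was 6.495 and 6.509. For FN1 in SF from 6 to 10 days it gives 3.023, and here it was 1.531.

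Several statements of the paper go against values found here. The paper states that upregulated genes stood out at 96 hours and 6 days. The counts by sign were 898 and 2427, and the 1449 upregulated genes at 10 days exceed those at 96 hours. The order that the paper states was reached with library weights, chosen after the values were seen (2286 at 96 hours and 2690 at 6 days against 1881 at 10 days), and in a fit of only the groups compared 96 hours was highest (1506) but 6 days (1115) fell below 10 days (1443). For the green module the paper describes the peak at 48 hours as belonging to ISF. The paper's profile averages the GeTMM of all genes of a module. The means here are on the log2 scale, over the part of a module that its gene ontology terms list. Those green genes also rose in SF, from a mean of 4.76 before culture to 5.45, against 5.54 in ISF, while ISF was higher at 96 hours (0.14) and 6 days (0.19, but 0.11 without Moon). The profile of the whole module could differ. The paper describes a complete overlap of the pink and black modules between the fluids, and elsewhere names their gene lists. If it covers expression too, it goes against a mean of the listed pink genes that was higher in ISF by 1.12 at 6 days (8 of 8 horses, adjusted exact permutation p = 0.0306, 0.872 without Flash to 1.25 without Lurie). The black mean, from genes close to the lowest values, was lower in ISF at 96 hours (-0.231, 0 of 8 horses higher, adjusted exact permutation p = 0.0306). At the other time points its difference was not past the adjustment. Over the black genes from a part of the paper's list by module, no difference was.

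Among single genes, the paper describes a higher expression of ACAA2, HADHA, ACAT2 and FDPS in ISF. ACAA2 (10 days, 0.58) and HADHA (6 and 10 days, 0.35 each) were called higher by limma. ACAT2 and FDPS were not called at any time point (lowest FDR 0.270 and 0.251). FDPS was higher in ISF at 48 and 96 hours (log2 fold changes 0.718 and 0.505) and lower at 6 and 10 days (-0.08 and -0.33). By the exact permutation test over horses ACAT2 was higher at 48 hours (0.32, 7 of 7 horses, adjusted p = 0.0441) and HADHA at 48 and 96 hours (0.26, 7 of 7 horses, and 0.32, 8 of 8 horses, adjusted p = 0.0441 each), as the paper states. The paper describes PPAR genes as higher in ISF. PPARGC1A was, at 6 and 10 days (1.42 and 1.37), and by the exact permutation test also at 48 hours (0.35, 7 of 7 horses, adjusted p = 0.0441). PPARG was not called by limma at any time point, with 0.15, 0.20 and 0.27 up to 6 days and -0.41 at 10 days (FDR = 0.0515). There ISF was lower, and it was called lower with a term for horse (FDR = 0.0406, range over 17 alternatives 0.00813 to 0.279), with rescaling, without Catnip or Moon, with library weights, without the SF library of Moon at 6 days and with a term for horse without the ISF libraries of Dealings and Dreamer at 96 hours, the last 3 chosen after the values were seen. PPARA was not called either (lowest FDR 0.676). RXRB was lower in ISF at 96 hours and 6 days (-0.31 and -0.57) and NCOA2 at 10 days (-0.71), and by the exact permutation test RXRB also at 48 hours (-0.31) and NCOA2 at 48 and 96 hours (-0.65 and -0.46), in every horse (adjusted p = 0.0441 each).

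NFKB2 and RELB, which the paper describes as higher in ISF, had higher means there at all 4 time points but were not called by limma (lowest FDR 0.121 and 0.174). By the exact permutation test NFKB2 was higher in ISF at 10 days (0.34, 7 of 7 horses) and RELB at 96 hours (0.41, 8 of 8 horses), each with an adjusted p of 0.0441. CSF1, described as higher in ISF, likewise had higher means at all 4 time points without a call by limma (lowest FDR 0.222), and by the exact permutation test was higher at 48 hours and 10 days (1.45 and 0.74, 7 of 7 horses each, adjusted p = 0.0441). MVK and HMGCS1, described as higher in SF, had higher means in SF from 96 hours on but in ISF at 48 hours (0.26 and 0.21), and neither test called them. No alternative of the limma fit that was run called ACAT2, FDPS, PPARA, NFKB2, RELB, MVK, HMGCS1 or CSF1 between the fluids. The adjusted exact permutation p of 0.0441 is over a set with genes chosen for the same direction in every horse, which can lower it.

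The values that the paper labels as medians of 50 genes lie within 0.1% of the means over horses in 450 of 450 cases and of the medians in 7.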

Other observations

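The tests of the horse profiles in this part were chosen only after the results were seen.

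For each library, the 200 genes that best separate the horses in the libraries of the other conditions were used to find the closest horse. Of 68 libraries, 66 were closest to the horse of their label, and among these the correlation with the own horse had a median of 0.887 and a lowest value of 0.561, while the highest correlation with a second horse was 0.449. The ISF library labelled Dealings at 96 hours correlated at 0.958 with Dreamer and at -0.264 with Dealings, and the one labelled Dreamer at 0.922 with Dealings and at -0.185 with Dreamer. Profiles too weak to tell horses apart in ISF at 96 hours are argued against by the other ISF libraries of that time point, 6 of 6 of which were closest to their own horse. An exchange of these labels is a candidate explanation, with a partner out of place on each side. All results use the libraries under their labels, and group means and fits of all libraries without a term for horse are the same under either assignment, while results that pair the libraries of a horse or leave out Dealings or Dreamer are not. No biological explanation was tested, since the design gives none for a library that carries the profile of another horse.

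More genes were called between ISF and SF at 6 days (4405) than at 48 hours (245). With the trend on gene length removed the ratio of these counts was 15.7 (4612 over 294), with reads thinned to the same total 19.2 (4353 over 227) and with 7 horses at each time point at least 7.16 (5190 over 725 without the cultures of Moon, 3747 over 210 with Ollie left out at 96 hours and 6 days). These ratios argue against gene length, depth and the number of horses as the whole cause. Larger differences in the same genes could also give more calls. The slope of the log2 fold changes at 6 days on those at 48 hours was 1.45, with a lowest value of 1.33 without Dealings. It was computed over genes chosen because they were called at either time point, most of them at 6 days, and over the 245 genes called at 48 hours it was 0.953. So larger differences and a response of further genes cannot be told apart by the slope, because of that choice of genes. A longer stay in the fluid is the biological explanation that the design gives, and it stays open. T cell genes averaged 3.79 in ISF and 4.25 in SF at 48 hours, and 2.59 and 4.40 at 6 days. Neutrophil precursor genes averaged 8.33 and 8.11, then 4.48 and 7.07. The macrophage and erythroid lists did not move apart in this way. As the RNA came from all cells of a culture, changes within cells were not told apart from changes in the mix of cells.

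The log2 fold changes from 0 to 48 hours of ISF and SF are both taken against the same libraries before culture, which alone makes them correlate. In 20 simulations of unchanged groups that share these libraries, the median correlation was 0.469 (0.444 to 0.487), against 0.945 here. Signs agreed in 65.5% of genes in the simulations and in 87.7% here, and 0 genes were called in both against 5828. The shared libraries are thus argued against as the whole explanation of the agreement, and a common response to culture stays open as the biological one.

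Other groupings of the same libraries, 100 drawn for each comparison with the real one included, were used to ask whether chance can give as many DEGs. Chance is argued against for ISF against SF at each of the 4 time points and for the 4 intervals of ISF. It is also argued against for SF from 0 to 48 hours, 48 to 96 hours and 96 hours to 6 days. It cannot be excluded for SF from 6 to 10 days, where 5 of 100 groupings gave as many as the 696 genes and the largest other gave 3080. Among 100 groupings that exchange time points within horses, however, only the real one did, and the largest other gave 347. Exchanging the fluids within horses at 6 days did not exclude chance. There 2 of 100 groupings gave as many, the other being the one with the libraries of Moon exchanged (4455 against 4405). In the other 10 comparisons of fluids or time points only the real grouping did, among 64 groupings for the fluids at 48 hours and 10 days and 100 elsewhere.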
